# Health benefits of late-onset metformin treatment every other week in mice

**DOI:** 10.1038/s41514-017-0018-7

**Published:** 2017-11-20

**Authors:** Irene Alfaras, Sarah J. Mitchell, Hector Mora, Darisbeth Rosario Lugo, Alessandra Warren, Ignacio Navas-Enamorado, Vickie Hoffmann, Christopher Hine, James R. Mitchell, David G. Le Couteur, Victoria C. Cogger, Michel Bernier, Rafael de Cabo

## Abstract

Chronic 1% metformin treatment is nephrotoxic in mice, but this dose may nonetheless confer health benefits if given intermittently rather than continuously. Here, we examined the effects of 1% metformin given every-other week (EOW) or two consecutive weeks per month (2WM) on survival of 2-year-old male mice fed standard chow. EOW and 2WM mice had comparable life span compared with control mice. A significant reduction in body weight within the first few weeks of metformin treatment was observed without impact on food consumption and energy expenditure. Moreover, there were differences in the action of metformin on metabolic markers between the EOW and 2WM groups, with EOW metformin conferring greater benefits. Age-associated kidney lesions became more pronounced with metformin, although without pathological consequences. In the liver, metformin treatment led to an overall reduction in steatosis and was accompanied by distinct transcriptomic and metabolomic signatures in response to EOW versus 2WM regimens. Thus, the absence of adverse outcomes associated with chronic, intermittent use of 1% metformin in old mice has clinical translatability into the biology of aging in humans.

## Intermittent use of metformin improves healthspan in old mice

Chronic daily exposure to a high dose of metformin (e.g., 1% w/w) shortens lifespan of non-diabetic mice, although in the short term this treatment confers a similar pattern of gene expression and phenotypes consistent with the benefits of caloric restriction. A team of researchers led by Rafael de Cabo at the National Institute on Aging, NIH tested whether a strategy of intermittent 1% metformin treatment in old mice alters the course of aging and avoids toxicity. They found that when metformin was given every-other-week, it significantly improved insulin sensitivity and reduced age-associated liver lesions without having a negative impact on maximum lifespan in male mice. The absence of adverse outcomes associated with the use of 1% metformin in old mice has clinical translatability into the biology of aging in humans.

## Introduction

Metformin is a biguanide used extensively since the 1960s in the treatment of type 2 diabetes. Metformin has an established safety record and its current approved indication is to improve glycemic control in adults and children with type 2 diabetes mellitus along with diet and exercise.^1^ Recent studies in preclinical models also support a novel role of metformin in improving healthspan and lifespan.^2–6^

The primary target of metformin appears to be the mitochondrion through inhibition of complex I of the respiratory chain^7,8^ and mitochondrial glycerophosphate dehydrogenase (GPD2).^9^ The ensuing perturbations in cellular energy status and redox homeostasis result in activation of the energy sensor AMP-activated protein kinase (AMPK). AMPK-independent actions of metformin have been also described,^10–14^ which include the reduction in mTOR/p70S6K activity resulting from Rag GTPase inhibition.^10^ The anti-gluconeogenic action of metformin is preserved in liver-specific AMPK knockout mice.^13^ Moreover, this biguanide confers protection against certain cancers by inhibiting mTOR/p70S6K activity in an AMPK-independent manner,^15^ and reduces the tumorigenicity of induced pluripotent stem cells while maintaining their pluripotency.^16^ Impaired cellular senescence and accumulation of DNA damage contribute to aging^17^ and metformin has been shown to trigger an immune-mediated clearance of senescent cells by activating an ATM-dependent DNA damage response.^18^ The ability of metformin to lower the incidence of diabetes-associated cardiovascular events and risk of cancer without interfering with stem cell pluripotency may have important implications for a number of age-related diseases that affect lifespan (for recent review^19^).

Metformin is a calorie restriction (CR) mimetic, with several of its metabolic actions, particularly those related to glucose metabolism, resembling to some extent those of CR.^2,3,20,21^ Our previous study showed that diet supplementation with a low dose of metformin (0.1% w/w) improves healthspan and extends lifespan when treatment was started in mice at middle age.^2^ However, long-term exposure to a high dose of metformin (e.g., 1%) is nephrotoxic and leads to early mortality in mice even though global gene expression profile appears to be closer to CR when given only for a short period of time.^2^ Nevertheless, there has been a recent flurry of interest in the use of metformin in clinical translational research on aging. In that regard, a new clinical trial has been set up to investigate the health benefits of chronic metformin treatment and determine whether it can induce dietary restriction-like state in humans (ClinicalTrials.gov Identifier: NCT02745886). A second clinical study, which is known as the “Targeting Aging with Metformin” study, aims at assessing the potential of a pharmacological intervention in delaying age-associated diseases beyond metformin’s isolated impact on diabetes.^22^ A similar paradigm is currently being tested in the pilot study known as “Metformin in Longevity Study” (ClinicalTrials.gov Identifier: NCT02432287). In the latter trial, investigators will search for gene expression changes in adults 60 years and older to provide initial clues on how and whether an older molecular and genomic signature can be reverted to a younger one. These studies will take years before providing meaningful information on the healthspan and lifespan potential of metformin in humans.

In order to provide timely insights into the potential pro-longevity benefits of this drug, we set out to examine the effect of intermittent treatment with 1% metformin given either every-other-week (EOW) or two consecutive weeks per month (2WM) in 2-year-old male mice. We chose EOW and 2WM in order to potentially reduce the impact and incidence of nephrotoxicity observed in our previous study, while conferring CR-like health benefits.^2^ The results indicate that intermittent metformin treatment did not lead to early mortality and that EOW metformin improves some metabolic markers of health without promoting lifespan extension when treatment is initiated in late-life in mice. The mechanisms potentially underlying these effects are discussed.

## Results

### Animal characteristics in response to intermittent metformin treatment

Daily exposure to low dose of metformin (0.1% w/w in diet) confers healthspan benefits and extends lifespan when given to middle-age male mice while a higher dose (1% w/w) was found to be toxic.^2^ Here, we asked whether intermittent feeding with 1% metformin in the diet could confer protection in the absence of toxicity in a cohort of 2-year-old male mice.

Male C57BL/6 mice were fed a standard AIN-93G diet (SD) supplemented with 1% metformin EOW or for 2 consecutive weeks each month (2WM) for the remainder of their lives (*n* = ~65 mice per experimental group × 3 groups). The collection of blood samples and measures of physiological/biochemical parameters was carried out as depicted in Fig. 1a. EOW and 2WM metformin treatment did not alter mean or maximum lifespan of mice (Fig. 1b, Supplementary Table S1), and gross necropsy examination on all mice that died revealed no histopathological differences between experimental groups (Supplementary Table S2) consistent with the lifespan data. The absence of major renal pathologies at the time of death in mice subjected to intermittent 1% metformin treatment was in sharp contrast to the apparent renal failure observed in mice on chronic, daily 1% metformin.^2^ EOW and 2WM mice consumed about 1 g metformin kg^−1^ body weight per day, which translates to about 80 mg metformin kg^−1^ body weight in humans,^23^ a dosage that is more than twice the maximum dose of metformin that patients receive (3 × 850 mg per day). Weight trajectory of the three groups is shown in Fig. 1c, with a greater decrease of weight in the first few weeks of treatment in EOW and 2WM mice compared to control animals. While the SD group lost 2.04 g by 10 weeks, metformin treatment caused a significant weight reduction by more than 6.98 and 6.51 g in EOW and 2WM mice, respectively (Fig. 1c inset). All three groups demonstrated comparable body weight trajectories by 20 weeks of treatment. The body temperature and food consumption levels were also similar over the ~55-week treatment (Fig. 1d, e). Although the average daily food consumption per mouse was unaffected (Fig. 1f), there was significant reduction in food intake when mice were on metformin compared to mice getting off the drug (Fig. 1g). Intermittent metformin treatment maintained the positive association between % body fat (measured by nuclear magnetic resonance (NMR) after 16 weeks of treatment) and lifespan (Fig. 1h, upper panel), which coincided with an inverse relationship between the lean-to-fat ratio and maximal survival (Fig. 1h, lower panel).

**Fig. 1:**
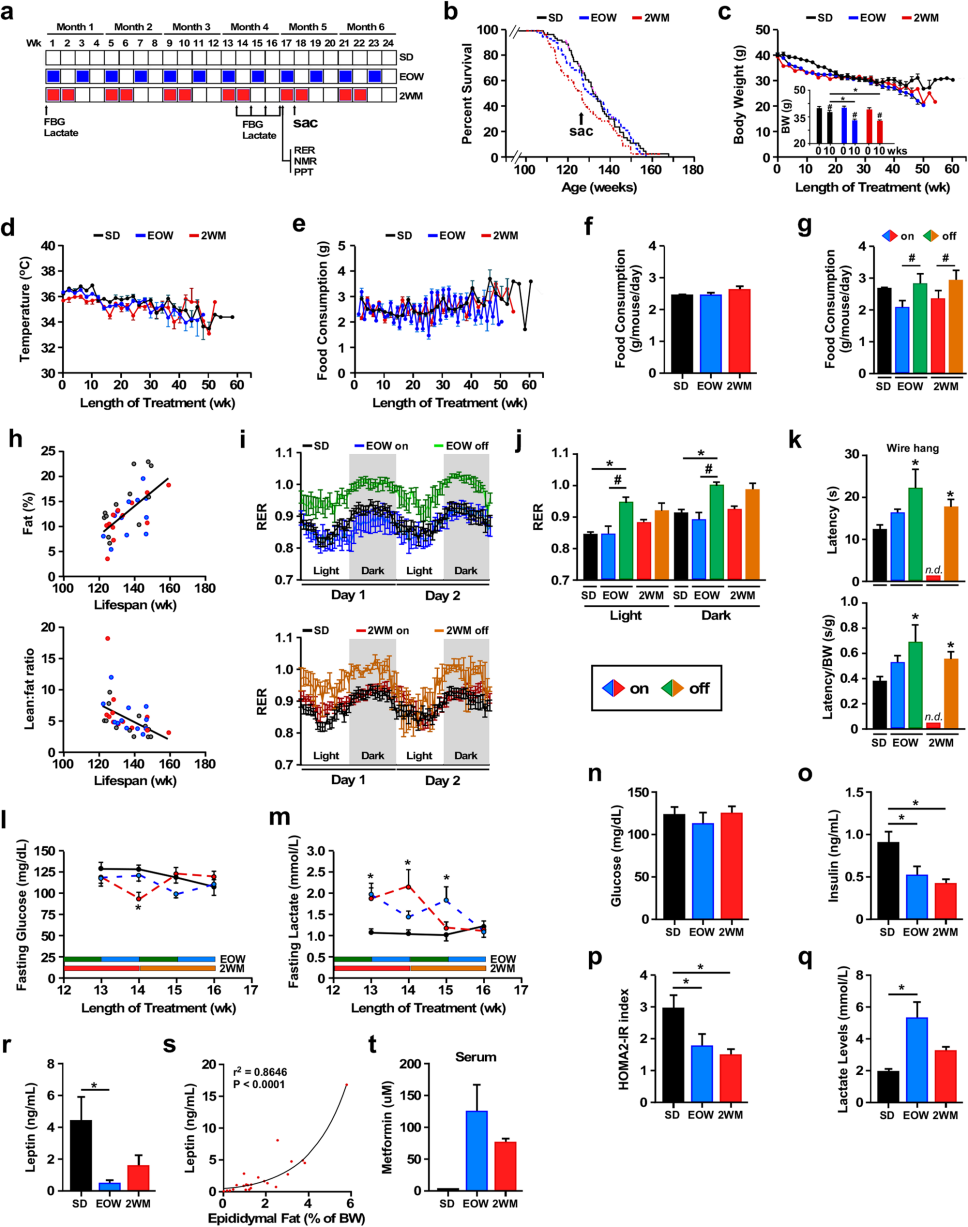
Characteristics of mice on intermittent metformin treatment. **a** Protocol design. Male mice (108 week-old) were fed a standard diet (SD) without (*n* = 68) or with 1% metformin in the diet every-other week (EOW, *n* = 64) or for two consecutive weeks each month (2WM, *n* = 67) for 24 weeks. At the indicated time points (weeks), body composition (NMR), metabolic assessment (RER), and physical performance tests (PPT) were performed on non-fasted animals, whereas blood glucose and lactate levels were measured in 6-h fasted mice. Sac, sacrifice of a subset of animals for tissue collection and analysis (SD, *n* = 10; EOW, *n* = 6; 2WM, *n* = 6). **b** Kaplan–Meier survival curve for the three experimental groups of mice (SD, EOW, 2WM). No extension of maximal lifespan was observed. **c** Body weight profile over the lifespan. Data include all live animals at each time point. *Inset*, Body weight at the initiation (0) and after 10 weeks of treatment (10) (SD, *n* = 68(0) and 64(10); EOW, *n* = 64(0) and 58(10); 2WM, *n* = 67(0) and 57(10)). #*p* < 0.05 compared to *t* = 0; *p < 0.05 compared to SD at *t* = 10 weeks. **d** Body temperature. **e** Food consumption. **f** Average daily food consumption per mouse. **g** The data shown in panel **f** was segregated by whether mice were on metformin treatment or returned to SD without metformin. **h** Correlations between % body fat (upper panel) or lean-to-fat ratio (lower panel) and time of death (*n* = 12 in each group) (upper, *F* = 22.27; dFn, dFd (1, 35); *P* < 0.0001); lower, (*F* = 11.1; dFn, dFd (1, 35); *P* < 0.002). **i**–**j** Mice were subjected to metabolic assessment after 17 weeks of treatment (SD, *n* = 11; EOW on metformin, *n* = 6; EOW off metformin, *n* = 6; 2WM on metformin, *n* = 9; 2WM off metformin, *n* = 3): **i** Respiratory exchange ratio (RER) values over the course of 48 h; **j** RER values shown in panel **i** were segregated based on the light and dark periods of the L12:D12 cycle; **k** Latency to fall from wire hang was measured after 16 weeks of treatment (SD, *n* = 47; EOW on metformin, *n* = 12; EOW off metformin, *n* = 7; 2WM on metformin, *n* = 0; 2WM off metformin, *n* = 22) before (upper panel) and after (lower panel) correction for body weight. **l**,** m** At 13–16 weeks of treatment, mice were fasted for 6 h (SD, *n* = 8–10; EOW, *n* = 9–10; 2WM, *n* = 9–10) and circulating levels of **l** glucose and **m** lactate were measured. **n–r** The following analyses were carried out at 17 weeks of treatment in fed mice (SD, *n* = 10; EOW, *n* = 6; 2WM, *n* = 6): **n** blood glucose; **o** serum insulin levels; **p** HOMA-IR index; **q** blood lactate; **r** Serum levels of leptin. **s** Correlation between circulating levels of leptin and amount of epididymal fat as percent body weight. **t** Serum levels of metformin after 17 weeks of treatment (SD, *n* = 3; EOW, *n* = 6; 2WM, *n* = 6). Data are represented as the mean ± s.e.m. *P < 0.05 compared to SD-fed mice, #*P* < 0.05 compared to mice on metformin (Kruskal–Wallis with Dunn’s post hoc test)

To assess the effect of metformin on in vivo energy metabolism, indirect calorimetry was performed for 48 h using the CLAMS system. The daily cycling of the respiratory exchange ratio (RER; CO_2_ production vs O_2_ consumption) in old EOW and 2WM mice while on metformin was similar to that of SD mice (Fig. 1i–j). However, a significant increase in RER values in both the light and dark cycles was observed upon the return of EOW mice to SD without metformin, with a similar trend in 2WM mice, indicating a proportional substrate preference toward carbohydrate utilization for energy demands once metformin was removed from the diet (Fig. 1i–j). Under these conditions, locomotor activity was undistinguishable between experimental groups (Supplementary Fig. S1a, S1b). The experiments suggest that the intermittent removal of metformin may have influenced RER in aged animals.

A number of behavioral and locomotor tests was then performed when old mice were on metformin and after they were returned to SD without metformin. Overall, the removal of metformin was associated with significant increase in the latency to fall from a wire hang test in both groups of mice (Fig. 1k), but not after using the elevated wire cage top test or an accelerating rotarod (Supplementary Fig. S1c), indicating a rather mild improvement, if any, in motor coordination and learning. The grip strength of mice was also unresponsive to metformin treatment with or without correction for body weight (Supplementary Fig. S1c).

We undertook a study where serum samples were collected from four consecutive weeks (week 13–16) to determine circulating glucose and lactate levels after a 6-h fast. While being unaffected in EOW mice, the fasting blood glucose levels were significantly lower in 2WM mice at week-14, representing the second consecutive week on metformin (Fig. 1l). Increase in plasma lactate levels is common in response to metformin due to inhibition of hepatic mitochondrial respiration.^24^ Here, fasting plasma lactate concentrations significantly increased when mice were exposed to metformin before returning to basal levels during the off-periods (Fig. 1m). An additional blood chemistry analysis was performed in non-fasting animals at 17 weeks of treatment when both EOW and 2WM mice were on metformin. There was significant improvement in insulin levels and homeostatic model assessment of insulin resistance (HOMA-IR) that did not translate in lower blood glucose when compared to SD controls (Fig. 1o–p versus Fig. 1n). Glycated hemoglobin A1c (HbA1c, an indicator of the 3-mo average plasma glucose concentration) and serum adiponectin levels were comparable in all groups (Supplementary Fig. S1d). EOW mice exhibited significant increase in circulating lactate (Fig. 1q) that coincided with a marked reduction in leptin levels (Fig. 1r) despite similar lean-to-fat ratio as SD mice (Supplementary Fig. S1e). Comparable trend was observed in metformin-treated 2WM mice. As anticipated, a positive and significant correlation between epidydimal fat content and serum leptin levels was observed (Fig. 1s). Although no further tests to evaluate glucose or insulin tolerance were conducted, we observed that the triglyceride levels in EOW livers trended lower from 54.97 ± 15.68 (SD) to 24.46 ± 4.36 mg g^−1^ (Supplementary Fig. S1f), consistent with a possible improvement in insulin sensitivity.^25^ Hydrogen sulfide production mediates multiple benefits normally associated with stress resistance and longevity.^26^ Here, there was a near significant increase in hepatic production of hydrogen sulfide in EOW mice, compared to SD livers (*P* = 0.051; Supplementary Fig. S1g). Metformin was detected in the serum and liver extracts of EOW and 2WM mice after 17 weeks of treatment (Fig. 1t and Supplementary Fig. S1h). These results indicate a slight improvement in the metabolic health of the aged mice exposed to intermittent metformin.

### Effect of intermittent metformin treatment on liver and kidney histology

Aging is associated with lipid accumulation and local inflammation.^27^ Histochemical analyses were carried out on frozen-fixed liver tissues to determine the effects of intermittent metformin treatment on hepatic steatosis, ballooning, inflammation, and glycogen deposition (Fig. 2a–f). Compared to control mice, H&E staining of EOW and 2WM livers (Fig. 2a) revealed a signature consistent with a reduction in steatosis (Fig. 2b), even though biochemical quantification of hepatic triglycerides showed only a trend toward lower hepatic lipid accumulation (Supplementary Fig. S1e). EOW livers displayed significant reduction in ballooning degeneration of hepatocytes in the absence of inflammation (Fig. 2c, d) or change in glycogen deposition (Fig. 2e, f). However, 2WM treatment resulted in higher inflammation and periodic acid–schiff staining (PAS) depots compared to SD controls, thus highlighting differences in the effect of metformin treatment between the EOW and 2WM livers.

**Fig. 2:**
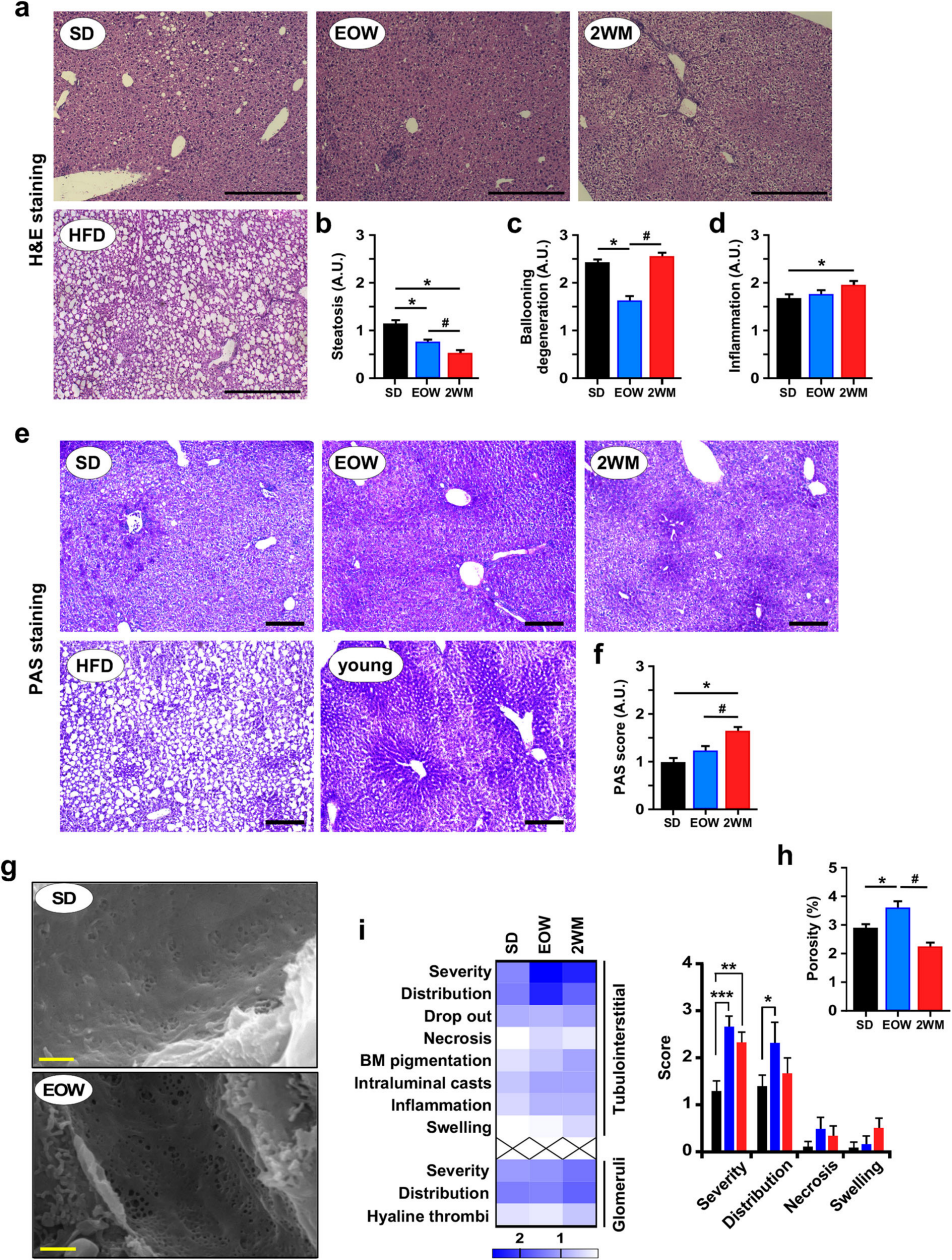
Intermittent metformin treatment reduces liver injury and improves the porosity of the mouse liver sieve. **a** H&E staining depicted steatosis as circular white gaps caused when the dehydration process leaches the fat out of fixed liver tissues. HFD, representative image of fixed liver section of a high-fat diet-fed mouse showing intense steatosis. **c-d** The following quantitative measurements were carried out: **b** The degree of steatosis; **c** Extent of ballooning degeneration of hepatocytes; **d** Degree of inflammation. **e** Periodic acid–Schiff staining (PAS) for the detection of polysaccharides (e.g., glycogen) in fixed liver tissues. Young crtl, representative image of fixed liver section of a young mouse with strong glycogen deposition. **f** Semi-quantification of PAS staining. **a** Scale bar, 200 μm; 5× final magnification; **e** Scale bar, 200 μm; 10× final magnification. **g** Representative scanning electron microscopy images of liver sections of the SD and EOW groups of mice. Scale bar, 1 μm; 15,000× final magnification. **h** The degree of porosity seen as the fenestration area expressed as percent of total area was quantitatively determined. All data are represented as the mean ± s.e.m. *P < 0.05 compared to SD-fed mice (ANOVA with Tukey’s multiple comparisons test and Kruskal–Wallis with Dunn’s post hoc test for PAS). #*P* < 0.05 compared to EOW-treated mice (ANOVA with Tukey’s multiple comparisons test). **i** Heatmap of the average score of various types of tubular and glomerular lesions in each experimental group of mice (SD, *n* = 10; EOW, *n* = 6; 2WM, *n* = 6). Bars represent the mean ± s.e.m. of selected tubulointersitial lesions. See “Methods” for additional information. *P < 0.05, **P < 0.01, ***P < 0.001. SD standard diet

Liver sinusoidal endothelial cells contain transcellular pores known as fenestrations that enable transfer of metabolites between blood and the surrounding hepatocytes.^28^ Scanning electron microscopy (SEM) of fixed liver sections was performed to assess the integrity of the hepatic sinusoidal endothelium in mice subjected to intermittent metformin treatment (Fig. 2g). EOW mice exhibited greater porosity of the liver sieve than the SD and 2WM groups (Fig. 2h), and was consistent with improved insulin sensitivity.

Kidney sections from SD, EOW and 2WM mice after 17 weeks of treatment were examined and scored for possible toxic lesions. Both H&E and PAS-stained slides were evaluated by a certified veterinary pathologist. All kidneys had age-associated background tubular lesions of varying degrees while glomerular lesions were milder, suggesting that injury originated with the tubules (Fig. 2i). Metformin treatment contributed to an increase in renal tubular lesions in the EOW and 2WM cohorts compared to SD controls, which included flattening of renal tubular epithelial cells with loss of brush borders, ceroid pigmentation of basement membranes, and mild interstitial inflammation (Fig. 2i and data not shown). The results indicate that this increased incidence in renal lesions upon EOW and 2WM metformin has little effect, if any, on maximal lifespan.

### Hepatic gene expression profiles in mice under intermittent metformin treatment

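RNA was taken from the livers of 13 male C57BL/6 mice, 108 weeks old when the diets began. Of these, 4 had stayed on the standard diet (SD), 5 had received 1% metformin in that diet every other week (EOW) and 4 for 2 consecutive weeks of each month (2WM), in both cases over 17 weeks. The legend of Fig. 3a gives 4 mice per group and the paper's text does not name the EOW mouse that was not used, so all 5 were analysed. The RNA was hybridised to Illumina BeadArrays with 25697 probes, and 1 mouse of each group was hybridised on 2 arrays, which makes 16 arrays. The authors deposited the probe intensities without normalization, with a detection p-value for each, and the submitters' notes name GenomeStudio. Median signal per array was 145.3 to 184.9 (median 172.6) in SD, 127.2 to 164.5 (median 142) in EOW and 161.5 to 178.1 (median 170) in 2WM, and 11457 to 12953 probes per array were detected at a p-value under 0.05. Repeat arrays of a mouse correlated at 0.993 in SD, 0.995 in EOW and 0.995 in 2WM across probes, and were averaged as 1 replicate. As in the paper's methods, each array's log2 signals were brought to Z scores, which here were multiplied by the mean standard deviation of the arrays so that differences read in log2 units; a level is therefore given relative to the mean of its array, and errors after ± are standard deviations between mice. A probe was tested when it was detected on every array of at least 1 group, which left 11143 probes for 7816 named genes, each gene being read by its brightest probe. EOW with SD, 2WM with SD and EOW with 2WM were compared in 1 limma fit over the 13 mice with Benjamini-Hochberg adjustment over the probes. Permutation tests were two-sided and were not adjusted for the number of genes or lists tested. With 5 mice against 4 the smallest exact permutation p is 0.00794, and with 4 against 4 it is 0.0286. In simulated data on the 11143 probes, the fit recovered 85.4% of the probes changed by a log2 fold change of 1 between EOW and SD, 82.7% between 2WM and SD and 85.7% between EOW and 2WM. The changed probes were drawn at random there, with independent normal noise for each probe. Probes that vary together and a mouse that stands apart were not simulated. A lack of calls in the real data therefore does not show that changes of this size are absent. The number of arrays limits the precision of each value.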

Whole-genome microarray analysis was performed on liver samples of 2-year-old mice after 17 weeks on SD supplemented or not with metformin. 

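Across the 11143 detected probes the livers were alike in level, with correlations of 0.950 to 0.991 between any pair of 12 mice, while EOW mouse 4 stood apart at 0.841 to 0.888 with the others. The first principal component held 44.5% of the variance and the second 16.6%. EOW mouse 4 scored 75.8 on the first component and the other 12 mice between −15.6 and 2.19. Without that mouse the first component held 28.9%. EOW mice 1, 2, 3 and 5 then scored 24.4, −3.84, 4.54 and 33.9 on it, the SD mice between −14.8 and 3.51 and the 2WM mice between −8.77 and −2.84. In the liver of EOW mouse 4, T and NK cell markers stood 3.58 log2 units above the mean of the other mice (median of 5 genes) and 123 probes read more than 3 log2 units lower than in the other mice. On the second component EOW mouse 1 scored 23.8 and EOW mouse 5 34.9. Separation of the groups over all probes was tested by PERMANOVA (F = 1.49, p = 0.0276 from 100000 label permutations). This F also responds to unequal spread within groups, which was not tested apart, and the EOW mice spread most on the first component. By permutation, p was 0.0296, 0.00465, 0.0149, 0.00606 and 0.00512 without EOW mouse 1, 2, 3, 4 and 5. Leaving out 1 of the SD or 2WM mice ended that separation in every case, with permutation p between 0.0536 without SD mouse 4 and 0.162 without SD mouse 3, and values of 0.0626 and 0.138 without SD mouse 1 and 2, and of 0.140, 0.0584, 0.156 and 0.133 without 2WM mouse 1, 2, 3 and 4. Between pairs of groups, the exact permutation p was 0.0873 for EOW and SD, 0.0286 for 2WM and SD, the smallest that 4 mice against 4 allow, and 0.0794 for EOW and 2WM. Without EOW mouse 4 it was 0.0571 for EOW and SD and 0.0286 for EOW and 2WM. Leaving out another mouse gave 0.0286 for EOW and SD without EOW mouse 2, 3 or 5 and up to 0.464 without SD mouse 3, and 0.0571 to 0.5 for EOW and 2WM. For 2WM and SD it gave 0.114 without SD mouse 2 or SD mouse 3, and 0.286, 0.0571, 0.314 and 0.171 without 2WM mouse 1, 2, 3 and 4.

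**Figure D1:**
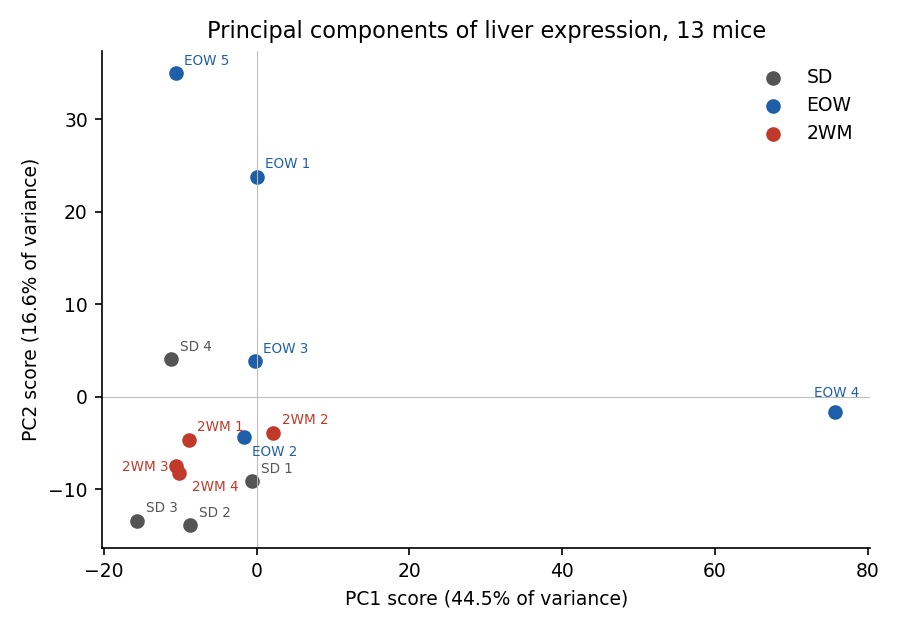
Scores of the 13 livers on the first (x axis, 44.5% of the variance) and second (y axis, 16.6%) principal component of normalized log2 signals of 11143 detected probes. Each point is 1 mouse and colours mark SD, EOW and 2WM. EOW mouse 4 lies at 75.8 on the x axis, away from the other 12 mice.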

Principal component analysis (PCA) showed a clear effect of metformin treatment on liver transcriptome (Fig. 3a). To understand the determinants contributing to the metformin response, two-way Venn diagrams were plotted with the EOW–SD and 2WM–SD pairwise comparisons (Fig. 3b). The number of transcripts that were upregulated (red color) and downregulated (blue color) are depicted, with more than 196 transcripts that were shared. 

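At an adjusted p under 0.05 from limma, 0 of 11143 probes changed in EOW against SD and 0 in 2WM against SD, with smallest adjusted p of 0.0557 and 0.0637. An unadjusted p under 0.05 was reached by 1542 probes in EOW (623 higher, 919 lower) and by 661 in 2WM (248 higher, 413 lower), and an adjusted p under 0.30 by 974 and 5. The smallest adjusted p in EOW belonged to Cyp2d13, a cytochrome P450 (log2 fold change −0.99), Ces2e, a carboxylesterase (−0.91), and Rdh9, a retinol dehydrogenase (0.95), and in 2WM to Idi1, an isomerase of the mevalonate pathway (1.23). These 4 genes were chosen after their values were seen. Every EOW mouse lay above every SD mouse for 195 probes and below for 267, where chance alone gives 1.59% of the probes, or 177. In 2WM this held for 241 and 408 probes, where chance gives 2.86%, or 318. Under the paper's own criteria, which join its tests with a false discovery rate of 0.30 and an absolute z-ratio above 1.5, 352 probes differed in EOW (143 higher, 209 lower) and 289 in 2WM (123 higher, 166 lower). Of these, 31 were higher in both, 44 lower in both and 3 opposite, against 1.58, 3.11 and 4.44 for independent lists. Unchanged groups were also simulated from the deviations of the mice, with a shared reference drawn from all mice and not from SD alone. EOW mouse 4, which stood apart, could therefore fall in that reference. On average these groups shared 12.0 higher (0 to 147), 14.4 lower (0 to 272) and 0.17 opposite probes (0 to 6). The ranges over 100 draws hold all 3 observed counts. Without a filter on dim probes, chosen after seeing the values and dropping 14 of the 40 gene calls that the paper names, the same criteria gave 571 probes in EOW and 465 in 2WM, with 46 higher and 89 lower in both. Under median centring they gave 72 higher and 383 lower in EOW, 48 and 649 in 2WM and 15 and 219 in both. Without SD mouse 2 they gave 234 probes in EOW. The shared counts were 61 higher and 86 lower without SD mouse 4, 17 and 22 without SD mouse 3 and 15 and 29 without SD mouse 2. Opposite probes numbered 12 without 2WM mouse 2 and 1 without SD mouse 2, 3 or 4, without EOW mouse 1 or 4 or with the first array of a mouse. Another scaling, median centring of the log2 signals, moved the median log2 fold change of all probes to −0.088 in EOW and −0.12 in 2WM, from −0.026 in both, and the share of higher probes at an unadjusted p under 0.05 from 40.4% to 15.2% and from 37.5% to 6.85%. Quantile normalization moved that share to 48.3% in 2WM. At an adjusted p under 0.05, median centring gave 5 probes in EOW, array weights 41 in 2WM, and leaving out 1 mouse gave up to 6 in EOW (without EOW mouse 2) and up to 5 in 2WM (without EOW mouse 4).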

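Across the 11143 probes the log2 fold changes of EOW and of 2WM correlated at r = 0.40 (0.24 without 2WM mouse 2), with a covariance of 0.0232, where probes are not independent replicates. The 4 SD mice entered both comparisons. Unchanged groups simulated with a shared reference gave a mean r of 0.530 (−0.303 to 0.939 over 100 draws) and a mean covariance of 0.0290. That reference was drawn from all mice, so these values do not measure what the SD mice themselves add to r. When the SD mice were split into pairs, 1 for each comparison, r was 0.108 on average over the 6 splits (−0.078 to 0.231) and the covariance 0.0076. Idh1, the cytosolic isocitrate dehydrogenase, had a log2 fold change of −0.29 (standard error 0.169, adjusted p = 0.453) in EOW and of 0.23 (standard error 0.178, adjusted p = 0.913) in 2WM, the latter turning to −0.054 under median centring. Its direct difference between EOW and 2WM was −0.52 (standard error 0.169, adjusted p = 0.312), with 4 of 5 EOW mice below every 2WM mouse. Sc5d, which introduces the C5 double bond of cholesterol precursors, had −0.76 (standard error 0.289, adjusted p = 0.282) in EOW and 0.56 (standard error 0.304, adjusted p = 0.87) in 2WM. Between the regimens Sc5d fell by 1.33 in EOW relative to 2WM when adjusted over the list alone (adjusted p = 0.00785 over the 15 cholesterol biosynthesis genes, 0.23 over all probes), and all 5 EOW mice lay below all 4 2WM mice (exact permutation p = 0.0159). At an unadjusted p under 0.05, 60 probes were higher in both regimens, 157 lower in both and 1 opposite. The simulated unchanged groups gave 80.2 (0 to 460), 85.0 (0 to 974) and 1.18 (0 to 33) on average, and independent lists 13.9, 34.1 and 43.5, and with the SD mice split into pairs the overlap averaged 22.7, 32.7 and 17.8.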

Heat map of the top 100 shared genes indicated great similarity in both the magnitude and direction of gene expression (Supplementary Fig. S2a), as only five transcripts were regulated in opposite direction, including *Idh1* and *Sc5d*. A list of the top 50 significantly altered transcripts shared in EOW and 2WM livers can be found in Supplementary Table S3. In order to predict significant changes in gene expression, the *Z*-score transformation method accompanied by *z*-ratios was used (see Supplementary Information for further details). 

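Lpin1, which encodes the phosphatidate phosphatase lipin-1, stood at 2.6 ± 0.69 (n = 5 mice) in EOW, 1.36 ± 0.26 (n = 4) in 2WM and 0.52 ± 0.73 (n = 4) in SD, a log2 fold change of 2.07 (standard error 0.366, adjusted p = 0.123) in EOW and 0.84 (standard error 0.385, adjusted p = 0.831) in 2WM. All 5 EOW mice lay above all SD mice (exact permutation p = 0.00794), and the adjusted p in EOW was 0.0362 without SD mouse 4 (0.0362 to 0.304 over the alternatives). Pck1, the cytosolic phosphoenolpyruvate carboxykinase of gluconeogenesis, had 1.34 (standard error 0.463, adjusted p = 0.252) in EOW and 1.24 (standard error 0.488, adjusted p = 0.765) in 2WM, and 4 of 5 EOW and 4 of 4 2WM mice exceeded every SD mouse. Cholesterol biosynthesis, a list of 15 detected genes, rose in EOW (camera, adjusted p = 6.18e-06, and adjusted p = 0.533 with an estimated correlation), with 12 positive and 3 negative log2 fold changes and a median of 0.75. Of its members 10 rose and 1 fell when adjusted over the list alone, none passed over all probes and 11 had an unadjusted p under 0.05 from limma. Squalene epoxidase, Sqle, rose by that list test with a log2 fold change of 1.58 (standard error 0.306, adjusted p = 0.123) in EOW and 1.58 (standard error 0.323, adjusted p = 0.359) in 2WM, and every treated mouse lay above every SD mouse. Without SD mouse 4 its adjusted p over all probes was 0.0271 in EOW (0.0271 to 0.325 over the alternatives) and 0.0481 in 2WM (0.014 to 0.977). Msmo1, a sterol-C4-methyl oxidase, had 1.20 (standard error 0.298, adjusted p = 0.168) in EOW. Nsdhl, a sterol dehydrogenase, had 0.75 (standard error 0.296, adjusted p = 0.298) in EOW and 1.23 (standard error 0.312, adjusted p = 0.483) in 2WM. Got1 and Trib3, both labelled in Fig. 3c, had log2 fold changes of 0.84 and 0.14 in EOW (adjusted p = 0.407 and 0.523) and of 0.54 and −0.0018 in 2WM (adjusted p = 0.925 and 0.999). The 1 probe of Trib3 was detected on 2 of 5 SD and 3 of 5 2WM arrays, so that its level lies near background there and its differences are not exact. Saa4, the constitutive serum amyloid A of the liver, had −0.95 (standard error 0.31, adjusted p = 0.238) in EOW and −0.80 (standard error 0.327, adjusted p = 0.801) in 2WM, with all 5 EOW and all 4 2WM mice below every SD mouse (exact permutation p = 0.0159 and 0.0286). The list score of cholesterol biosynthesis, the median of its members per mouse, did not reach a p under 0.05 between EOW and SD (exact permutation p = 0.0952), EOW mouse 4 being at −0.13 and the other EOW mice between 0.40 and 1.22.

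**Figure D2:**
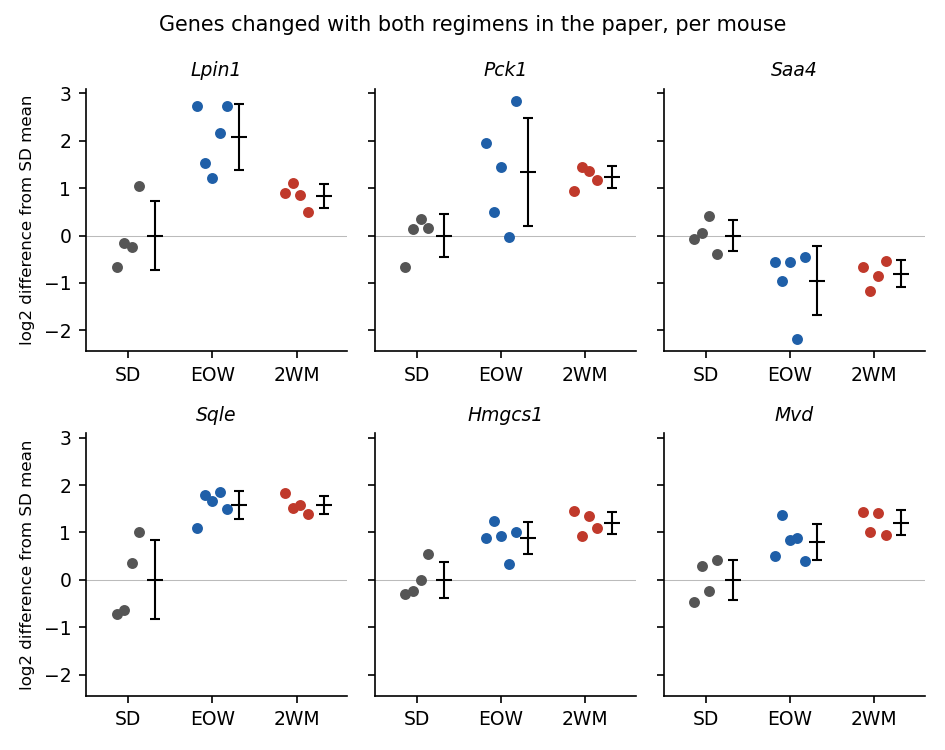
Normalized log2 signal of Lpin1, Pck1, Saa4, Sqle, Hmgcs1 and Mvd in each mouse as a difference from the SD mean (y axis, log2 units) by group (x axis: SD, EOW, 2WM). Points are mice (4 SD, 5 EOW, 4 2WM) and bars the mean ± standard deviation. All EOW points of Lpin1 and Sqle lie above all SD points, and all EOW and 2WM points of Saa4 lie below them.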

The effects of metformin were accompanied by marked upregulation of *Lpin1*, *Pck1*, and several genes implicated in cholesterol biosynthesis, with the downregulation of glucokinase (*Gck*) and *Saa4* whose transcript encodes the inflammation-inducible serum amyloid A4 protein (Fig. 3c). *Lpin1* encodes for lipin-1 protein, which acts as a nuclear transcriptional coactivator for the PGC1α/PPARα heterocomplex linked to fatty acid β-oxidation.^29^

**Fig. 3:**
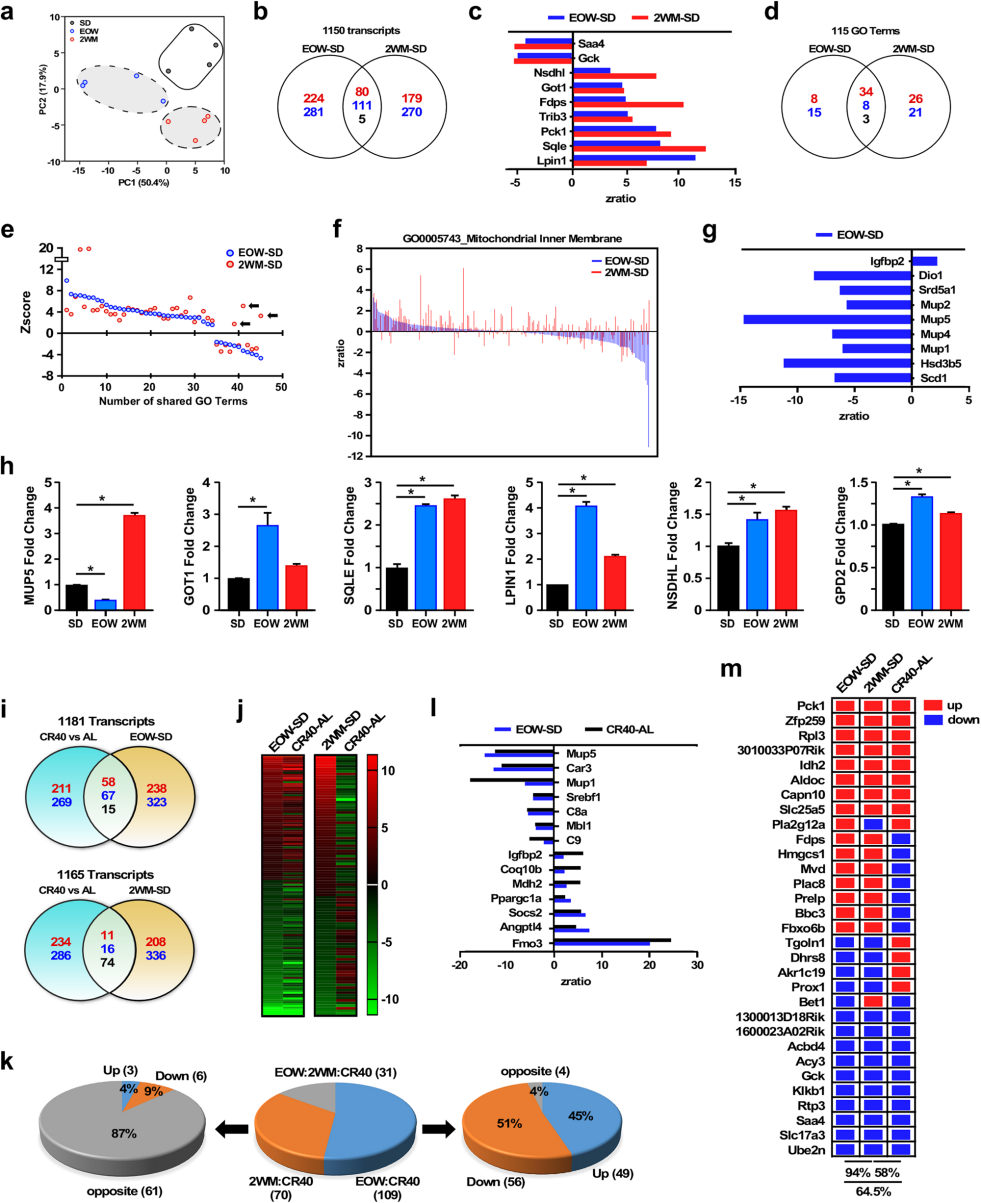
Intermittent metformin treatment alters the global hepatic gene expression profile of SD-fed mice. **a** Principal component analysis (PCA) from microarray RNA experiments in livers of 108-week-old mice maintained for 17 weeks on 1% metformin either EOW or 2WM compared with SD controls (SD, *n* = 4; EOW, *n* = 4; 2WM, *n* = 4). **b** Venn diagram of upregulated (red), downregulated (blue), and reciprocally regulated (black) gene transcripts between the EOW–SD and 2WM–SD pairwise comparisons. **c** Graphical representation of select genes significantly impacted by EOW and 2WM. As indicated in Methods, the measure in gene expression uses *Z*-score transformation of the normalized data, accompanied by *z*-ratios for predicting significant changes.^73, 74^ **d** Venn diagram of upregulated (red), downregulated (blue), and reciprocally regulated (black) GO Terms between the EOW–SD and 2WM–SD pairwise comparisons. **e** Graphical representation of the significant 45 GO Terms shared by EOW (plotted in blue) and 2WM (plotted in red). Zscores depict the number of standard deviations, either above or below the mean of all pathways, the aggregated *Z*-score of a given GO Term (or pathway) has within a pairwise comparison (see Methods for additional details). The list of all the significantly modified GO Terms can be found in Supplementary Table S4c. Arrows depict 3 GO Terms with changes (*Z*-score) shifted in the opposite direction between the two pairwise comparisons. **f** Expression of genes within the GO Term “Mitochondrial inner membrane” is depicted as *Z* ratios. **g** Expression of genes significantly altered only in the EOW–SD comparison. **h** Validation of the microarray data by quantitative RT-PCR. Data are represented as the mean ± s.e.m. *P < 0.05 compared to SD-fed mice (*t*-test two tailed). SD, standard diet. **i–m** Exploratory data analysis aimed at visualizing the main characteristics of the current set of gene expression with that of our recent study on the chronic effect of 40% calorie restriction versus ad libitum feeding (CR40-AL) in male C57BL/6J mice.^32^ **i** Venn diagram of upregulated (red), downregulated (blue), and reciprocally regulated (black) gene transcripts in the livers of CR40-AL versus either EOW–SD (upper panel) or 2WM–SD (lower panel) pairwise comparisons. **j** Heat map comparing the expression of liver transcripts common between EOW–SD and CR40-AL or 2WM–SD and CR40-AL. **k** Distribution of the 210 transcripts shared between EOW–SD and CR40-AL (109), 2WM–SD and CR40-AL (70), or all three comparisons (31) (middle panel). More than 87% of transcripts shared between 2WM–SD and CR40-AL (61/70) were in the opposite direction (left panel), whereas the large majority (96%) of transcripts shared between EOW–SD and CR40-AL followed the same direction (right panel). **l** Change in expression of select genes common between EOW–SD and 40CR-AL is depicted as *z*-ratios. **m** Binary representation of gene expression related to the 31 transcripts (**k**, middle panel) shared between the three pairwise comparisons. Upregulated, red boxes; downregulated, blue boxes. The complete list of genes is provided in the Supplementary Table S5c

Parametric analysis of gene set enrichment enabled the identification of significantly altered genes within 115 GO Terms, 23 of which were uniquely present in the EOW–SD comparison (Fig. 3d, Supplementary Table S4a). 

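Of 58 gene lists fixed before the data were examined, 57 held a detected gene and were tested with camera at its preset correlation of 0.01. At an adjusted p under 0.05, 12 lists changed in EOW (6 up, 6 down) and 12 in 2WM (10 up, 2 down), and 14 differed between EOW and 2WM (4 higher and 10 lower in EOW). Other splits of the same mice into groups of the same sizes gave a median of 12, 9.5 and 16 called lists. These numbers of lists are therefore no more than chance can give. In EOW the smallest adjusted p belonged to cytosolic ribosomal proteins (2.22e-18, up), male-biased liver genes (3.73e-07, down), cholesterol biosynthesis (6.18e-06, up) and major urinary proteins (7.47e-06, down). In 2WM it belonged to cholesterol biosynthesis (6.35e-24, up) and interferon-stimulated genes (5.36e-12, up). The correlation estimated per list had a median of 0.307 (−0.205 to 0.977), against the preset 0.01. With that estimate, camera called 0 lists, with lowest adjusted p = 0.533 in EOW, adjusted p = 0.208 in 2WM and adjusted p = 0.423 between the regimens. Directional fry called 0 in each comparison (lowest adjusted p = 0.0910, 0.0699 and 0.0778), and its mixed form 7, 1 and 0. PAGE, the statistic named in the paper's methods, called 20, 19 and 19 of these lists. At an unadjusted p under 0.05, single probes had numbered 1542, 661 and 1188. In all, 34 lists were called in no comparison, with adjusted p from 0.0541 to 0.997. The GO Terms themselves were not analysed here.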

The top downregulated GO Term in EOW livers was GO0006633 ‘fatty acid biosynthetic process’ with a *Z*-score of −5.604. 

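The list of 21 detected genes of fatty acid synthesis fell in EOW (camera, adjusted p = 0.00882, and adjusted p = 0.791 with an estimated correlation), with 17 negative and 4 positive log2 fold changes and a median of −0.18. Mlxipl, which encodes the carbohydrate-responsive transcription factor ChREBP, fell by 0.55 when adjusted over the list alone (adjusted p = 0.0396 over the list, 0.176 over all probes, standard error 0.142) and was the 1 member to do so, while none passed over all probes and 5 had an unadjusted p under 0.05 from limma. The elongase Elovl3 had a log2 fold change of −1.40 (standard error 0.602, adjusted p = 0.332) and Hsd17b12, the ketoacyl reductase of elongation, −0.40 (standard error 0.18, adjusted p = 0.349). Elovl3 also belongs to the male-biased list. Against 2WM the list also fell in EOW, with 19 of 21 log2 fold changes negative and a median of −0.51 (adjusted p = 8.57e-08, and adjusted p = 0.423 with an estimated correlation). In that comparison Elovl3 had −1.90 (standard error 0.602, adjusted p = 0.308), the citrate lyase Acly −0.79 (standard error 0.287, adjusted p = 0.364) and the elongase Elovl5 −0.77 (standard error 0.266, adjusted p = 0.345). The call against SD ended without SD mouse 4 (adjusted p = 0.302) or without EOW mouse 1 (0.0699), and with array weights (0.0871), the alternatives together giving 3.97e-06 to 0.302.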

Positive and negative scores reveal the number of standard deviations the aggregated *Z*-score of a given GO Term (or pathway) within a pairwise comparison (e.g., EOW–SD) is either above or below the mean of all pathways (See Supplementary Information for additional details). 

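In 2WM livers cholesterol biosynthesis had the smallest p of the 57 lists. All 15 detected genes had positive log2 fold changes (median 1.11; camera, adjusted p = 6.35e-24, and adjusted p = 0.208 with an estimated correlation), 12 rose when adjusted over the list alone, none passed over all probes and 12 had an unadjusted p under 0.05 from limma. Idi1 rose with a log2 fold change of 1.23 (standard error 0.166, adjusted p = 8.57e-05 over the list). The list score of all 4 2WM mice, 1.08 ± 0.16, exceeded that of all 4 SD mice, −0.0084 ± 0.36 (exact permutation p = 0.0286). Fatty acid synthesis also rose in 2WM, with 17 of 21 log2 fold changes positive and a median of 0.28 (adjusted p = 0.0238, and adjusted p = 0.701 with an estimated correlation). Acly, which makes cytosolic acetyl-CoA from citrate, had 0.67 (standard error 0.303, adjusted p = 0.831), Acss2, which makes it from acetate, 0.94 (standard error 0.442, adjusted p = 0.831), and the fatty acid synthase Fasn 0.36 (standard error 0.208, adjusted p = 0.876). None of the 21 genes passed over the list alone or over all probes, and 1 had an unadjusted p under 0.05. The fatty acid call ended without SD mouse 1 (adjusted p = 0.466), 2WM mouse 3 (0.216) or SD mouse 3 (0.0796), and with neqc (0.135), quantile normalization (0.103), median centring (0.0809), no filter on dim probes (0.102) and a stricter filter (0.0561), with 1.04e-06 to 0.466 over the alternatives. General transcription genes were not analysed here.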

Among the top GO Terms that were impacted in the 2WM–SD comparison were GO0008610 “lipid biosynthetic process” and GO0006350 “transcription” with *Z*-scores of +13.913 and −4.459, respectively (Supplementary Table S4b). 

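Cytosolic ribosomal proteins, 54 detected genes, rose in EOW with 49 positive log2 fold changes and a median of 0.39 (camera, adjusted p = 2.22e-18, and adjusted p = 0.533 with an estimated correlation). In EOW 23 of them rose when adjusted over the list alone, none passed over all probes and 34 had an unadjusted p under 0.05 from limma. Among them, Rps9 had a log2 fold change of 0.66 (standard error 0.146, adjusted p = 0.153), Rps16 of 0.57 (standard error 0.144, adjusted p = 0.175) and Rpl3 of 0.68 (standard error 0.172, adjusted p = 0.176). In EOW mouse 4 the probes of Rps10 and Rps13, chosen after their values were seen, read −6.29 and −6.30 log2 units relative to the other mice. In 2WM the list rose with 42 positive values and a median of 0.13 (adjusted p = 6.07e-05, and adjusted p = 0.701 with an estimated correlation), but its direction turned to lower under median centring (adjusted p = 0.0811), and the call ended with neqc (0.492) and quantile normalization (0.496), with 1.34e-10 to 0.496 over the alternatives. Ribosome biogenesis, 23 detected genes, rose in EOW with 20 positive values and a median of 0.24 (adjusted p = 0.000117, and adjusted p = 0.716 with an estimated correlation), led by Mybbp1a (0.59), Gnl3 (0.49) and Nop14 (0.45). With array weights this call ended (adjusted p = 0.0677). EOW mouse 4, whose liver had the raised T cell markers, had the highest score of this list at 0.77, against 0.060 to 0.21 in the other EOW mice. Translation initiation and elongation factors, 47 detected genes, were not called in EOW (median 0.067, adjusted p = 0.116) or in 2WM (adjusted p = 0.678). Their score was above that of every SD mouse in all 5 EOW mice (0.047 to 0.13 against −0.062 to 0.019, exact permutation p = 0.00794). Such a score was tested for each of the 57 lists in each comparison, and this p is not adjusted for their number. Eif4ebp2, a repressor of cap-dependent initiation, fell by 0.65 in 2WM when adjusted over the list alone (adjusted p = 0.0427, and 0.407 over all probes). Histone genes, 37 detected, fell in EOW with 27 negative values and a median of −0.21 (adjusted p = 0.0017, and adjusted p = 0.533 with an estimated correlation), and 6 fell and 1 rose when adjusted over the list alone, none over all probes and 17 at an unadjusted p under 0.05. The call for histones ended with a stricter filter (adjusted p = 0.0571) and with the replicate number as a block (0.0587), and the alternatives gave 3.47e-06 to 0.0587. H4c3 had a log2 fold change of −0.40 in EOW and fell by 0.43 in 2WM when adjusted over the list alone (adjusted p = 0.0236, and 0.407 over all probes). In 2WM the list as a whole was not called (adjusted p = 0.0585). Histone acetyltransferases and their partners were not called (adjusted p = 0.458 in EOW and 0.338 in 2WM), and the acetyltransferase Ep300 had −0.42 (standard error 0.14, adjusted p = 0.678) in 2WM. The score of that list was below that of every SD mouse in all 4 2WM mice (−0.14 to −0.048 against −0.031 to 0.057, exact permutation p = 0.0286, not adjusted over the lists). In EOW its exact permutation p was 0.317.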

Forty-five GO Terms were shared between EOW and 2WM livers, which included the upregulation of pathways implicated in ribosome/translation, biosynthetic and metabolic processes, and signal transduction as well as the downregulation of GO Terms associated with histone acetylation and nucleosome assembly (Supplementary Table S4c). 

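Under the Z scaling, respiratory complexes II to V, 36 detected genes, were higher in 2WM with 28 positive log2 fold changes and a median of 0.15 (camera, adjusted p = 2.67e-05, and adjusted p = 0.701 with an estimated correlation). The call ended with neqc (adjusted p = 0.135) and quantile normalization (0.103). Under median centring these genes turned to lower (adjusted p = 0.422, and 7.89e-10 to 0.422 over the alternatives). None of them passed over the list alone or over all probes and 2 had an unadjusted p under 0.05 from limma. Atp5a1, the alpha subunit of ATP synthase, had 0.48 (standard error 0.194, adjusted p = 0.796) in 2WM, and Cycs, cytochrome c, 0.43 (standard error 0.204, adjusted p = 0.831). In EOW the median of the same genes was 0.032 (adjusted p = 0.324). Complex I, 33 detected genes, had a median of 0.084 in 2WM (adjusted p = 0.0585) and of −0.041 in EOW (adjusted p = 0.568), with Ndufb4 at 0.35 (standard error 0.17, adjusted p = 0.831) in 2WM. Inner membrane carriers and translocases, 24 detected genes, had medians of 0.014 in 2WM and −0.085 in EOW (adjusted p = 0.997 and 0.568). The adenine nucleotide carrier Slc25a5 had 0.28 (standard error 0.138, adjusted p = 0.844) and the import motor subunit Timm44 −0.29 (standard error 0.0999, adjusted p = 0.708) in 2WM. The tricarboxylic acid cycle, 18 detected genes, rose in 2WM with 15 positive values (adjusted p = 0.0238, and adjusted p = 0.701 with an estimated correlation), including Idh2 (0.59), and this call ended without 2WM mouse 3 (adjusted p = 0.171), SD mouse 2 (0.102), 2WM mouse 4 (0.0944) or SD mouse 1 (0.0622), with 0.000792 to 0.399 over the alternatives.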

Among the shared GO Terms, only three exhibited an opposite direction in expression, which included GO0005743 ‘Mitochondrial Inner Membrane’ and GO0005739 ‘Mitochondrion’ (Fig. 3e, arrows). The gene expression pattern within the shared GO terms ‘cholesterol biosynthetic process’ and ‘mitochondrial inner membrane’ is depicted (Supplementary Figs. 2b, 3f).

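Between the regimens, cholesterol biosynthesis was lower in EOW than in 2WM, with 14 of 15 log2 fold changes negative and a median of −0.32 (camera, adjusted p = 0.000174, and adjusted p = 0.612 with an estimated correlation). Besides Sc5d, Idi1 fell by 0.55 in EOW relative to 2WM when adjusted over the list alone (adjusted p = 0.0326), none passed over all probes and 3 had an unadjusted p under 0.05 from limma. Dhcr7, which makes the last step to cholesterol, had −0.67 (standard error 0.3, adjusted p = 0.452), and the phosphomevalonate kinase Pmvk −0.58 (standard error 0.316, adjusted p = 0.539). The list score per mouse was 0.68 ± 0.54 in EOW (n = 5). Its values in the 4 2WM mice lay between 0.89 and 1.28 (exact permutation p = 0.222 between the regimens). Complex I scores lay between −0.37 and 0.27 in EOW and between −0.054 and 0.20 in 2WM, with EOW mouse 4 lowest (exact permutation p = 0.381). Scores of inner membrane carriers and translocases were −0.075 ± 0.11 in EOW, 0.028 ± 0.08 in 2WM and −0.014 ± 0.047 in SD, so that the 3 groups overlapped (exact permutation p = 0.167 between the regimens).

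**Figure D3:**
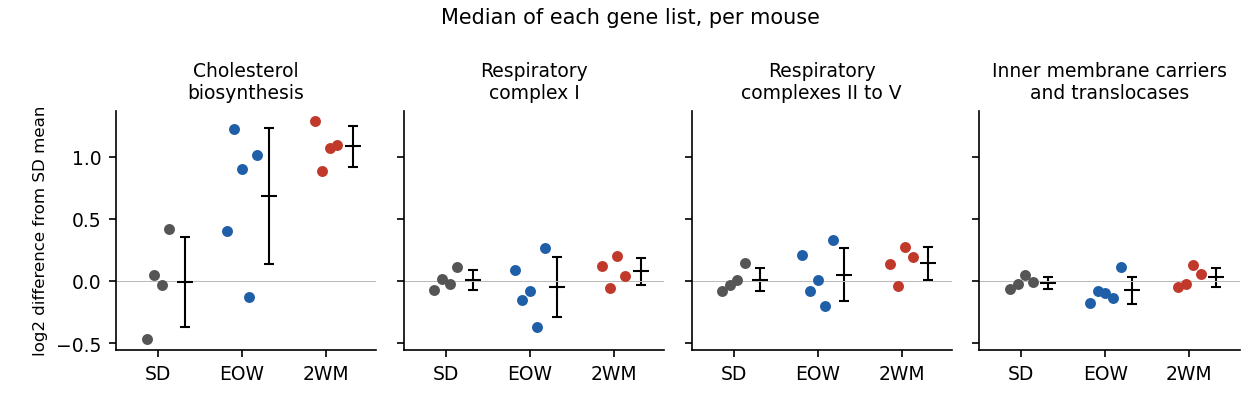
Score of 4 gene lists in each mouse, the median over the list's detected genes of the log2 difference from the SD mean (y axis, log2 units), by group (x axis: SD, EOW, 2WM). Points are mice and bars the mean ± standard deviation. Cholesterol biosynthesis lies between 0.89 and 1.28 in the 2WM mice, while the scores of the 3 mitochondrial lists overlap between groups. Complexes II to V are higher in 2WM here and turn to lower under median centring.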

A deeper look into the liver microarray data revealed a number of genes implicated in steatosis and insulin sensitivity that were differentially regulated by intermittent metformin treatment. For instance, expression of *Scd1* and *Hsd3b5*, which strongly correlates with the degree of hepatic steatosis^30^ was found to be significantly lower in EOW compared to 2WM and SD control livers (Fig. 3g). 

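Scd1, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, stood at 5.52 ± 1.27 (n = 5 mice) in EOW, 6.68 ± 0.27 (n = 4) in 2WM and 6.60 ± 0.22 (n = 4) in SD. The log2 fold change was −1.08 (standard error 0.494, adjusted p = 0.36) against SD and −1.17 (standard error 0.494, adjusted p = 0.433) against 2WM, and 4 of 5 EOW mice lay below every SD mouse (exact permutation p = 0.143). Hsd3b5, a steroid dehydrogenase found mainly in male liver, stood at −0.51 ± 0.47 in EOW, 2.09 ± 2.12 in 2WM and 2.14 ± 2.06 in SD. Its log2 fold change was −2.65 (standard error 0.976, adjusted p = 0.273) against SD and −2.60 (standard error 0.976, adjusted p = 0.378) against 2WM, with 4 of 5 EOW mice below every SD mouse (exact permutation p = 0.0159 against SD and 0.0317 against 2WM). The probe of Hsd3b5 was detected on 3 of 6 EOW arrays, so that the EOW level lies near background and its distance from the other groups is not exact. Levels of Hsd3b5 spread widely within SD and 2WM, and 2WM mouse 2 was as low as the EOW mice. Car3, a carbonic anhydrase abundant in male liver and also labelled in Fig. 3l, had −2.64 (standard error 0.722, adjusted p = 0.195) against SD and −2.53 (standard error 0.722, adjusted p = 0.269) against 2WM, with all 5 EOW mice below all SD mice (exact permutation p = 0.0238). In limma none of the 3 genes passed over all probes.

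**Figure D4:**
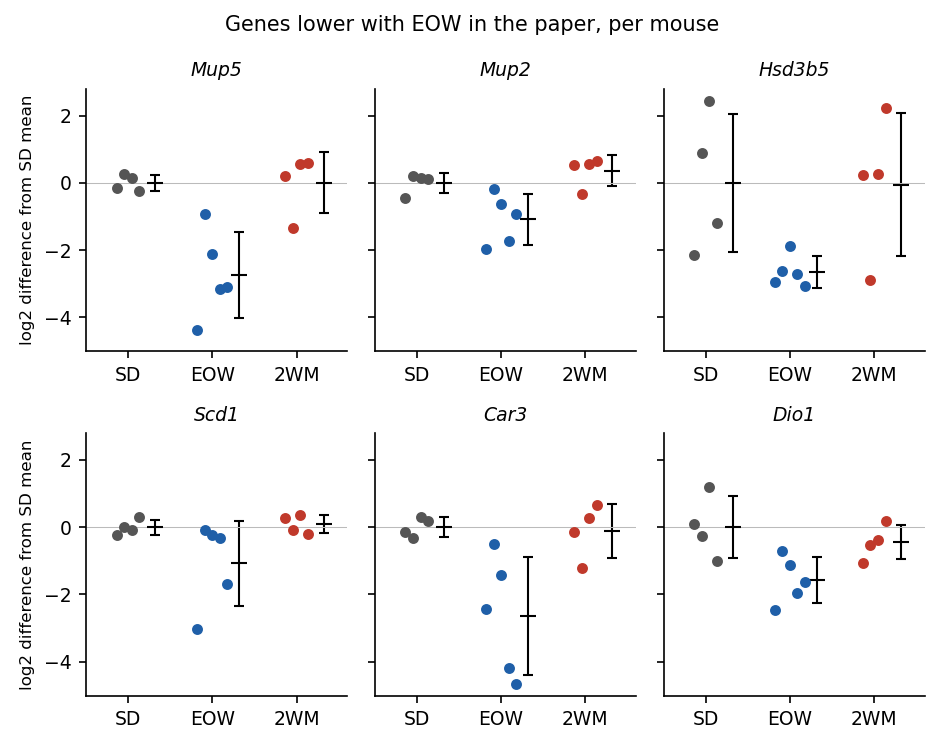
Normalized log2 signal of Mup5, Mup2, Hsd3b5, Scd1, Car3 and Dio1 in each mouse as a difference from the SD mean (y axis, log2 units) by group (x axis: SD, EOW, 2WM). Points are mice (4 SD, 5 EOW, 4 2WM) and bars the mean ± standard deviation. All EOW points of Mup5 and Car3 lie below all SD points, and 2WM mouse 2 lies low for Hsd3b5.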

Major urinary protein (MUP) 1 regulates energy expenditure by restricting glucose production and lipogenesis though direct inhibition of hepatic gene expression in diet-induced obese mice.^31^ 

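Major urinary proteins are lipocalins that male mouse liver secretes in quantity. All 5 detected Mup genes fell in EOW against SD when adjusted over the list alone, with a median log2 fold change of −2.74, none passed over all probes and 5 had an unadjusted p under 0.05 from limma. The list fell as a group (camera, adjusted p = 7.47e-06, and adjusted p = 0.533 with an estimated correlation). Mup5 stood at 2.33 ± 1.29 (n = 5 mice) in EOW, 5.08 ± 0.92 (n = 4) in 2WM and 5.07 ± 0.24 (n = 4) in SD, a 6.69-fold difference from SD (log2 fold change −2.74, standard error 0.574, adjusted p = 0.128), and every EOW mouse lay below every SD mouse (exact permutation p = 0.0159). Its adjusted p over all probes was 0.0433 without EOW mouse 2 and 0.0433 to 0.379 over the alternatives. Mup2 had −1.09 (standard error 0.338, adjusted p = 0.223) on its brightest probe and −1.77 on its other probe. Mup20, a pheromone of male urine, had −2.78, Mup21 −2.79 and Mup6 −1.65. Against 2WM all 5 genes also fell in EOW when adjusted over the list alone (median −2.64; adjusted p = 5.28e-08, and adjusted p = 0.423 with an estimated correlation), with Mup5 at −2.75 (standard error 0.574, adjusted p = 0.23) and Mup2 at −1.45 (standard error 0.338, adjusted p = 0.247). The list score was lower in EOW than in SD (exact permutation p = 0.0159) and than in 2WM (0.0317). By mouse it was −3.54, −0.52, −2.13, −3.17 and −3.10 in EOW, and 2WM mouse 2 was at −1.34 against 0.34 to 0.66 in the other 2WM mice. Near-identical Mup transcripts can bind each other's probes, so that a value may hold more than 1 gene of the family. Mup genes without a named probe were not analysed here.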

Here, large reduction in *Mup5, Mup4, Mup1, and Mup2* levels was observed in EOW than in 2WM and SD livers (Fig. 3g). The decrease in hepatic *Mup* expression observed with EOW was comparable to our recently published data in male mice maintained on 40% CR.^32^ The hepatic production of MUPs is increased by a number of hormones, including testosterone, thyroxine, and growth hormone (GH).^33^ 

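Dio1 encodes the deiodinase of the liver. Its normalized log2 signal was 0.72 ± 0.69 (n = 5 mice) in EOW, 1.85 ± 0.52 (n = 4) in 2WM and 2.29 ± 0.93 (n = 4) in SD. The log2 fold change of EOW was −1.58 (standard error 0.433, adjusted p = 0.195) against SD, a 2.98-fold difference that did not pass over all probes in limma, and −1.13 (standard error 0.433, adjusted p = 0.386) against 2WM. In each comparison 4 of 5 EOW mice lay below every other mouse (exact permutation p = 0.0317 against SD and 0.0317 against 2WM). A second detected probe of Dio1 had −1.24 against SD (adjusted p = 0.228). Thyroid hormone and androgen handling, 6 detected genes, was not called in EOW (median −0.13, adjusted p = 0.817).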

As shown in Fig. 3g, EOW livers exhibited significant reduction in expression of *Srd5a1*, a gene implicated in the conversion of testosterone into the more potent androgen, dihydrotestosterone, and *Dio1*, which converts thyroxine to the bioactive thyroid hormone, whereas both genes were unaffected in 2WM livers. Both fasting and metformin treatment stimulate hepatic *Igfbp-2* transcription,^34,35^ which is known to negatively regulate GH signaling. The expression of *Igfbp2*, whose transcript participates in the reduction in the bioavailability of IGFs, was upregulated in EOW, but not 2WM livers (Fig. 3g). Thus, EOW supplementation with metformin was associated with possible dampening in hormonal regulation of Mup gene expression. 

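Igfbp2, an insulin-like growth factor binding protein secreted by the liver, stood at 4.26 ± 0.25 (n = 5 mice) in EOW, 4.02 ± 0.14 (n = 4) in 2WM and 3.85 ± 0.15 (n = 4) in SD. It did not pass over all probes, with a log2 fold change of 0.40 (standard error 0.128, adjusted p = 0.227) against SD, or a 1.32-fold difference, and 4 of 5 EOW mice lay above every SD mouse (exact permutation p = 0.0317). The direct difference between EOW and 2WM was 0.23 (standard error 0.128, adjusted p = 0.541), with 3 of 5 EOW mice above every 2WM mouse. Among the 13 detected genes of the growth hormone and IGF axis, 2 rose and 1 fell in EOW when adjusted over the list alone, none passed over all probes and 6 had an unadjusted p under 0.05 from limma. The growth hormone receptor Ghr had −0.50 (standard error 0.168, adjusted p = 0.242) and Igfbp1 1.82 (standard error 0.673, adjusted p = 0.274). The list as a group was not called (camera, adjusted p = 0.13).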

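Genes whose level in mouse liver is higher in males, most of them under growth hormone or androgen control, fell in EOW together. All 13 detected genes of the male-biased list, which holds no Mup gene, had negative log2 fold changes against SD (median −1.31; camera, adjusted p = 3.73e-07, and adjusted p = 0.533 with an estimated correlation). Of these 6 fell when adjusted over the list alone, none over all probes and 9 at an unadjusted p under 0.05 from limma. Cyp2d9, a testosterone hydroxylase, had −1.31 (standard error 0.339, adjusted p = 0.176), Keg1, a glycine acyltransferase, −1.43 (standard error 0.373, adjusted p = 0.178), and Nudt7, a hydrolase of coenzyme A, −1.44 (standard error 0.393, adjusted p = 0.195). Against 2WM all 13 values were again negative (median −1.03; adjusted p = 1.12e-09, and adjusted p = 0.423 with an estimated correlation), and 10 fell when adjusted over the list alone, among them Nudt7 (−1.75, standard error 0.393, adjusted p = 0.23). The list score was −1.09 ± 0.35 in EOW (n = 5), 0.07 ± 0.65 in 2WM (n = 4) and 0.028 ± 0.62 in SD (n = 4), and it was lower in EOW than in SD and in 2WM (exact permutation p = 0.0238 in both). EOW mouse 2, at −0.51, lay above SD mouse 1 (−0.61) and 2WM mouse 2 (−0.89). Female-biased liver genes were not called against SD (adjusted p = 0.503) or 2WM (adjusted p = 0.0541), but their score was 0.23 ± 0.19 in EOW and −0.36 ± 0.26 in 2WM (exact permutation p = 0.0159, and 0.0635 against SD). From the lower Mup transcripts in EOW, from genes of androgen and thyroid hormone conversion that were lower there, and from the higher Igfbp2, which it gives as a negative regulator of growth hormone signaling, the paper describes EOW as associated with a possible dampening of the hormonal control of Mup expression.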

A select group of genes were validated by real-time quantitative PCR (Fig. 3h). Lastly, immunoblot analysis indicated that the steady-state levels of active AMPK phosphorylated at Thr-172, a known endpoint of metformin action in liver, were comparable in the three experimental groups (Supplementary Fig. 2c, d). Similarly, phosphorylation of ACC at Ser-79, a target of AMPK activity, was unresponsive to metformin treatment, even though the drug reached the liver in sizeable concentrations.

To assess whether intermittent metformin treatment exhibits CR-like transcriptomic profiles, we compared the main characteristics of the current set of gene expression with that of our previous study performed in the livers of ~2-year-old male C57BL/6J mice on 40% CR (CR40).^32^ Details about the experimental cohorts and the way the data was analyzed can be found in Supplementary Methods. Pathway analysis showed a CR40-dependent enrichment in gene sets associated with gluconeogenesis and mitochondrial bioenergetics with the downregulation of several gene sets implicated in inflammation when compared to ad libitum (AL)-fed littermates (Supplementary Fig. S2e). Two-way Venn diagrams were then plotted with the CR40-AL and either EOW–SD or 2WM–SD pairwise comparisons (Fig. 3i). In both data sets, the control groups (AL and SD) were comparable. Heat map suggested great similarity in the magnitude and direction of expression of genes shared between CR40 and EOW livers, but marked divergence between CR40 and 2WM livers (Fig. 3j). Notably, more than 210 genes were shared among the three pairwise comparisons, of which 52% (109/210) and 33% (70/210) appeared to be absent in 2WM and EOW, respectively, and only 15% (31/210) were common for the three comparisons (Fig. 3k, middle panel). More than 87% of the genes (61/70) shared between CR40 and 2WM exhibited an opposite direction of expression (Fig. 3k, left panel; Supplementary Table S5a), whereas only 4% of the genes (4/109) common to both CR40 and EOW displayed similar behavior (Fig. 3k, right panel; Supplementary Table S5b). Among the genes common to EOW and CR40 livers whose magnitude and direction of expression were similar included *Mup5*, *Srd5a1*, *Dio1*, and *Igfbp2* as well as select genes such as *Srebf1*, *Ppargc1a*, and *Socs2* (Fig. 3l). Moreover, *Fmo3* was the top upregulated gene in the EOW–SD and CR40-AL pairwise comparisons, with zratios of +20.36 and +24.89, respectively (Supplementary Table S5b, Fig. 3i). 

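In EOW livers, the Socs2 transcript, which encodes a feedback inhibitor of growth hormone signaling, stood at 3.48 ± 0.35 (n = 5 mice) against 2.13 ± 0.66 (n = 4) in SD, a log2 fold change of 1.34 (standard error 0.331, adjusted p = 0.165). All 5 EOW mice lay above all SD mice (exact permutation p = 0.0159), EOW mouse 2 being the lowest of them at 0.73 above the SD mean. Srebf1, the transcription factor of fatty acid synthesis, had −0.95 (standard error 0.288, adjusted p = 0.219), and 4 of 5 EOW mice lay below every SD mouse (exact permutation p = 0.0159). Ppargc1a, a coactivator of mitochondrial and gluconeogenic genes, had 0.62 (standard error 0.309, adjusted p = 0.391), with 4 of 5 EOW mice above and 1 below every SD mouse (exact permutation p = 0.175). Of other genes labelled in Fig. 3l, the mitochondrial malate dehydrogenase Mdh2 rose with 0.57 (standard error 0.131, adjusted p = 0.153) when adjusted over the list alone (adjusted p = 0.0152 over the tricarboxylic acid cycle list), C8a, a subunit of the membrane attack complex, had −1.04 (standard error 0.259, adjusted p = 0.172), the mannose-binding lectin Mbl1 −0.75 (standard error 0.212, adjusted p = 0.199), C9 −0.72 (standard error 0.266, adjusted p = 0.273) and Coq10b, a coenzyme Q binding protein, 0.35 (standard error 0.168, adjusted p = 0.381). Complement as a list of 17 detected genes fell in EOW (median −0.33; camera, adjusted p = 0.00709, and adjusted p = 0.791 with an estimated correlation), a call that ended without EOW mouse 4 (adjusted p = 0.0919, and 2.49e-05 to 0.0919 over the alternatives). Livers under 40% CR were not analysed here.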

*Fmo3* encodes the hepatic drug-metabolizing enzyme, flavin-containing monooxygenase 3, a member of a conserved family of enzymes with health and lifespan-promoting activities.^36^ A significant increase in the expression of *Angptl4*, whose transcript encodes the hepatic Fibrinogen/Angiopoietin-Related protein (ANGPTL4), was also found in EOW and CR livers (EOW–SD, zratio + 7.57; CR40-AL, zratio + 5.56) (Supplementary Table S5b).

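In EOW livers, the Angptl4 transcript, which encodes a secreted inhibitor of lipoprotein lipase, stood at 3.16 ± 0.81 (n = 5 mice) against 1.85 ± 1.02 (n = 4) in SD, a 2.48-fold difference. The log2 fold change of 1.31 (standard error 0.498, adjusted p = 0.283) did not pass over all probes in limma, and 3 of 5 EOW mice lay above every SD mouse (exact permutation p = 0.0714). By mouse, Angptl4 lay 1.89, 1.75, 0.80, 0.13 and 1.98 log2 units above the SD mean in EOW, and SD mouse 3 lay 1.51 above it. In 2WM the log2 fold change was 0.82 (standard error 0.525, adjusted p = 0.896) (exact permutation p = 0.229). The z-ratio of EOW computed as in the paper's methods was 4.45 over the 11143 detected probes, with a standard deviation between EOW mice of 2.75 on that scale. Without a filter on dim probes it was 6.35, and 9.06 without that filter and without EOW mouse 4, a setting chosen after seeing the values that drops 13 of the 40 gene calls that the paper names. Livers under CR were not analysed here.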

A binary representation of the 31 significantly altered genes shared between CR40, EOW, and 2WM indicated a subset of transcripts with opposite direction of expression between intermittent metformin treatment and CR (Fig. 3m, Supplementary Table S5c): These included *Fdps*, *Hmcgs1*, and *Mvd*, which are primarily involved in cholesterol and sterol biosynthesis.

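Hmgcs1, the cytosolic synthase that opens the mevalonate pathway, stood at 6.24 ± 0.33 (n = 5 mice) in EOW, 6.56 ± 0.24 (n = 4) in 2WM and 5.36 ± 0.38 (n = 4) in SD, and rose in both regimens when adjusted over the list of cholesterol biosynthesis alone. Its log2 fold change was 0.88 (standard error 0.201, adjusted p = 0.153) in EOW and 1.20 (standard error 0.212, adjusted p = 0.223) in 2WM over all probes, and 0.00421 and 0.000601 were the adjusted p over the list. Without SD mouse 4 the adjusted p over all probes in 2WM was 0.0490, and without EOW mouse 4 it was 0.0399 (0.00216 to 0.841 over the alternatives). Mvd, the mevalonate diphosphate decarboxylase, had 0.80 (standard error 0.223, adjusted p = 0.199) in EOW and 1.20 (standard error 0.235, adjusted p = 0.33) in 2WM, where it rose when adjusted over the list alone (adjusted p = 0.00104). For both genes 4 of 5 EOW mice and all 4 2WM mice lay above every SD mouse (exact permutation p = 0.0238 in EOW and 0.0286 in 2WM). Fdps, the farnesyl diphosphate synthase, had 0.97 (standard error 0.356, adjusted p = 0.273) in EOW and 1.28 (standard error 0.376, adjusted p = 0.611) in 2WM, with 2 of 5 and 2 of 4 mice above every SD mouse. The direction under CR was not analysed here.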

### Intermittent metformin treatment impacts liver and serum metabolomics

More than 150 metabolites resulting from multiple cellular and biological processes were identified in liver and serum samples by untargeted liquid and gas chromatography coupled with mass spectrometry. Volcano plots were used to visualize changes in metabolite levels in response to EOW or 2WM treatment versus SD controls (Fig. 4a). The metabolites significantly impacted by the intermittent metformin treatment (fold change ≥1.25; *P* ≤ 0.05) were merged in two-way Venn diagrams as a mean to identify unique and overlapping ones (Fig. 4b). The magnitude and direction of the levels of metabolites shared between EOW and 2WM were identical in both the serum and liver extracts (Fig. 4c; Supplementary Table S6), and included 3-hydroxybutyric acid, a ketone body, 2-hydroxy-2-methylbutyric acid, whose buildup results from a defect in branched-chain amino acid metabolism, and 2-hydroxyglutarate.

**Fig. 4:**
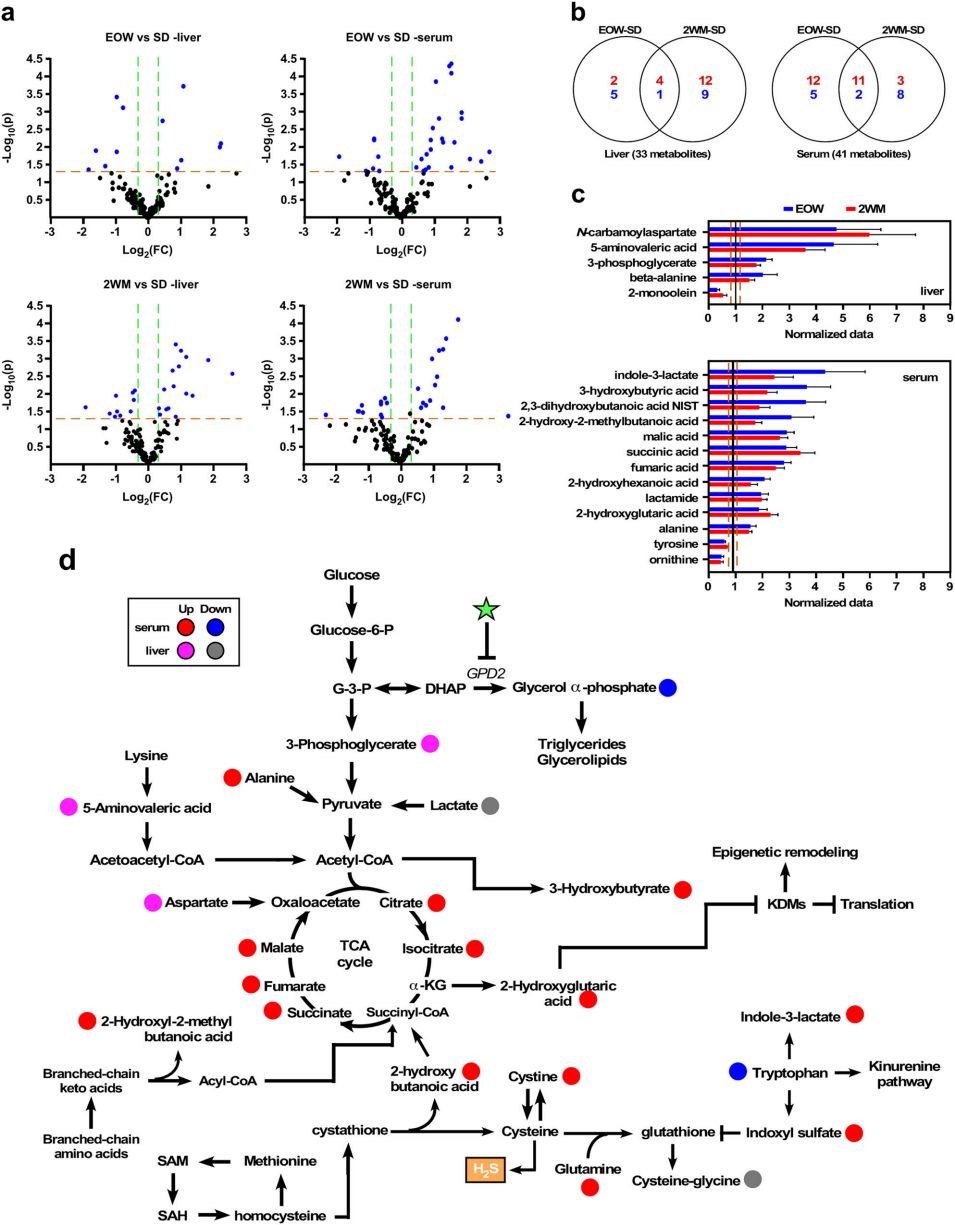
Identification of hepatic and serum metabolites in SD-fed mice subjected to intermittent metformin treatment. **a** Volcano plots of 136 metabolites quantified in the liver and serum of 108-week-old mice maintained for 17 weeks on EOW or 2WM (Liver: SD, *n* = 10; EOW, *n* = 5; 2WM, *n* = 6; serum: SD, *n* = 10; EOW, *n* = 6; 2WM, *n* = 6). Significantly altered metabolites are labeled in blue (fold change ≥ 1.25 in both directions, *P* ≤ 0.05). **b** Venn diagrams of upregulated (red) and downregulated (blue) metabolites in the livers (left panel) and serum (right panel) of mice following EOW–SD and 2WM–SD pairwise comparisons. **c** Graphical representation of the significant metabolites shared by EOW (plotted in blue) and 2WM (plotted in red) normalized to SD controls in the liver (upper) and serum (bottom). See Supplementary Tables S6a and S6b for complete list of significantly altered metabolites. Data are represented as the mean ± s.e.m. **d** Schematic diagram of select metabolic pathways induced by EOW treatment based on the liver and serum metabolite profiles. Metabolism of organic sulfur compounds is also depicted. Red and pink colors represent increased metabolites and blue and gray colors represent decreased metabolites in serum and liver, respectively. H_2_S, production of hydrogen sulfide measured in Supplementary Fig. S1g. Data are represented as the mean ± s.e.m; *n* = 6 biological replicates per group, 23–24 months of age, 17–18 months on diet

Important metabolites associated with energy and lipid metabolism were found to be specifically reduced in EOW mice (e.g., glycerol α-phosphate and lactate), while other molecules such as aspartate, citrate and isocitrate were increased (*p* < 0.05) (Supplementary Fig. S3a, Fig. 4d). Glycerol α-phosphate is oxidized by GPD2 for transfer of cytosolic NADH to the mitochondrial electron transport chain, and interestingly, the glucose-lowering effect of metformin has been attributed to inhibition of this enzyme.^9^ The drop of glycerol α-phosphate levels in EOW mice correlated with lower hepatic triglyceride levels and decreased susceptibility to age-associated metabolic disorder, e.g., hyperinsulinemia and insulin resistance, and liver steatosis. Moreover, the improvement in systemic insulin sensitivity after intermittent metformin treatment in EOW mice was accompanied by significant reduction in hepatic palmitoleic acid, a monounsaturated fatty acid that is produced almost exclusively through desaturation of palmitic acid by stearoyl-CoA desaturase, whose gene expression level was also reduced specifically in EOW livers (*z* ratio of −6.65; Fig. 3g). 

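By mouse, Scd1 lay at −3.04, −0.075, −0.24, −0.33 and −1.70 log2 units relative to the SD mean in EOW mice 1 to 5, between −0.23 and 0.30 in the 4 SD mice and between −0.21 and 0.37 in the 4 2WM mice. Mice 1 and 5 thus carried most of the EOW group's difference. No fatty acid was measured on the arrays.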

The increased levels of 2-hydroxybutanoic acid in serum of EOW mice were consistent with greater cleavage of cystathionine to cysteine, which correlated with accumulation of cystine, the oxidized form of cysteine, and hepatic hydrogen sulfide (Fig. 4d). Lastly, metabolites profiling uncovered the presence of elevated serum levels of the tryptophan metabolites 3-indoxyl sulfate and indole 3-lactate with concomitant depletion in tryptophan in EOW mice (Fig. 4d).

## Discussion

Although the use of metformin as a pro-longevity strategy has been proposed when started early in life,^3^ our analysis reveals that the intermittent use of the drug confers some health benefits in the absence of extended lifespan when the treatment was initiated in late-life in male mice. Using a multi-system approach (transcriptomic and metabolomics), this work illustrates the complexity of metformin’s physiological effects and underscores the need for a comprehensive assessment of the interaction that exists between metabolic dysfunction and aging phenotypic outcomes.

In addition to its involvement in lowering hepatic glucose production, metformin has recently been implicated as a direct regulator of metabolism, with actions including activation of a neuronal-mediated gut–brain–liver pathway,^37^ reduction in the rate of small intestinal glucose absorption to enhance postprandrial secretion of glucagon-like peptide-1,^38^ targeting of central carbon metabolism,^39^ anti-cancer protection,^40^ and the regulation of microRNA expression and cellular senescence.^41^ The present study demonstrates significant improvement in insulin sensitivity in non-fasted old mice subjected to intermittent metformin treatment for 17 weeks. This was evidenced by lower circulating insulin levels and HOMA-IR index, despite maintenance of blood glucose levels within the range seen with SD mice. This metformin protocol also reduced fasting plasma glucose and improved insulin sensitivity without translating into lifespan extension, even though limiting basal insulin levels in old mice has been recently reported to exert a positive effect on lifespan.^42^ We observed lower circulating leptin levels in the metformin-treated mice than in SD controls despite similar lean-to-fat ratio, supporting the idea that this drug is acting as a leptin sensitizer by increasing hepatic and hypothalamic leptin receptor expression.^43,44^

The rapid weight loss early in the metformin treatment could not be explained by the decrease in food intake or increase in foraging activity, but instead may have been the product of heightened rates of metabolic processes. Examination of the 24-month-old mice in the CLAMS monitoring system revealed the inability of metformin at promoting mitochondrial fatty acid oxidation during light cycle. Moreover, the removal of the drug during the intermittent metformin treatment was accompanied by a shift in carbohydrate utilization in both the light and dark cycles of EOW mice (RER values of 0.95 and 1.0, respectively), with a similar trend observed in the 2WM group. The greater reliance on sugar metabolism during the off-metformin period may be reflected by falling circulating lactate levels due to increased production of pyruvate and its ultimate conversion to ATP via aerobic metabolism through complex I of the respiratory chain.

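Gluconeogenesis, a list of 10 detected genes, rose in 2WM with 7 positive and 3 negative log2 fold changes and a median of 0.15 (camera, adjusted p = 0.0238, and adjusted p = 0.701 with an estimated correlation). None of the 10 passed over the list alone or over all probes, and 2 had an unadjusted p under 0.05 from limma. Mdh1, the cytosolic malate dehydrogenase, had 0.45 (standard error 0.135, adjusted p = 0.623), G6pc, the glucose-6-phosphatase that releases glucose, 0.70 (standard error 0.339, adjusted p = 0.834), and the fructose bisphosphatase Fbp1 0.20 (standard error 0.161, adjusted p = 0.922). In EOW the same list was not called (median 0.29, adjusted p = 0.126), and the alanine aminotransferase Gpt2 had 0.55 (standard error 0.227, adjusted p = 0.31). List scores in EOW ranged from −0.52 in mouse 4 to 1.07 in mouse 5. The exact permutation p of the score was 0.317 in EOW and 0.0857 in 2WM. The 2WM call ended without SD mouse 1 (adjusted p = 0.303), 2WM mouse 3 (0.108) or 2WM mouse 4 (0.0518), with 4.16e-06 to 0.303 over the alternatives.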

The expression of hepatic genes involved in cholesterol biosynthesis, gluconeogenesis, and ribosome/translation were upregulated following chronic intermittent treatment of old mice with metformin for 17 weeks. Even though metformin has been shown to inhibit hepatic glucose production, a recent study using oral administration of glucose-1-^13^C in mice on high-fat diet reports on the increased conversion of labeled glucose to lactate-3-^13^C in the intestinal wall due to inhibition of complex I of the mitochondrial respiratory chain^7,45^ by metformin, and release of lactate-3-^13^C into the portal vein with subsequent generation of doubly labeled glucose-1,6-^13^C molecules in the liver via gluconeogenesis.^46^ The authors propose that this “futile” intestinal–zhepatic cycle is very energy consuming and could explain some of the reduced weight gain seen in HFD-fed mice on metformin. We reasoned that a similar mechanism could be implicated in the initial weight loss observed in old mice enrolled in the intermittent metformin program.

There are alterations in hepatic AMPK activity during normal aging in mice.^47^ It follows that major impact on hepatic lipid and glucose metabolism and energy production is expected when comparing young and old animals. Indeed, our preliminary data clearly showed that the daily cycling of energy expenditure over a 48-h period is markedly dampened with age, with RER values significantly higher during the light phase in 24-mo-old C57Bl/6 mice compared to 5-mo-old animals. These results are consistent with an age-associated substrate preference toward carbohydrate utilization for energy demand at the expense of fatty acid β-oxidation.

Because behavioral and motor coordination tests as well as the metabolic panel blood analyses were carried out at a single time point (e.g., 17 weeks of intermittent metformin treatment) instead of longitudinally, this study does not provide sufficient information to conclude that metformin promotes healthspan in aged mice. Despite the limitation of the study, several positive outcomes were observed in the liver of EOW mice, notably by histology and SEM, including improvement in the age-related changes in the porosity of the liver sieve.^28,48^ The integrity of the liver sieve is essential for the maintenance of insulin, glucose, and lipid metabolism and clearance of ingested and gut microbiota-derived metabolites.^49^ Aging predisposes the liver to chronic low-grade inflammation and oxidative damage that can contribute to the development of fibrosis and non-alcoholic fatty liver disease, which can evolve into non-alcoholic steatohepatitis in the absence of diet-induced obesity and type 2 diabetes.^50,51^ A recent study reported that the age-dependent increase in hepatic steatosis relates to cellular senescence.^52^ The ability of metformin to decrease cellular senescence and lower the abundance of inflammatory cytokines in several senescence models^41^ is in agreement with our findings that showed significant reduction in hepatic steatosis and liver injury in EOW mice. The failure to maintain homeostasis and adapt to environmental changes drives the pathogenesis of age-related disease of the liver. It is possible that some of the protection against hepatic inflammation in the aged EOW mice on metformin relates to the modulation of the gut microbiota through activation of the immune system.^53^ Clearly, more work is needed to validate this hypothesis.

Metformin-associated lactic acidosis is a known adverse side-effect of metformin therapy, which can be injurious in patients with renal dysfunction. Preclinical and clinical evidences show that the intestine appears to be an important source of metformin-induced lactate production^54,55^ and it typically emerges during meal absorption. This intestinal effect of metformin increases anaerobic metabolism of glucose to lactate and its utilization in the periphery. These observations are consistent with our basic serum metabolic panel showing the significant increase in circulating lactate in non-fasting EOW mice. At the time of sacrifice, the liver metabolome of EOW mice on metformin revealed a significant reduction in lactate, which may be the result of its increased conversion to pyruvate and cycling back to glucose via gluconeogenesis.^46^ Taken as a whole, these findings offer a promising use of metformin in combatting ailments of aging, although gastrointestinal intolerance, lactic acidosis, and kidney failure have contributed to the adverse side-effects associated with metformin use.^56^ Based on our results, it should be emphasized the importance of optimizing the schedule of metformin administration in order to gain the most health benefits.

Focusing on the molecular underpinnings of metformin action, transcriptomic and metabolomics analyses have been performed on liver tissue extracts from 2-year-old mice fed SD and mice on intermittent metformin protocol for 17 weeks. 

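Set directly against 2WM, the EOW livers had a log2 fold change of −0.43 (standard error 0.288, adjusted p = 0.61) for Srebf1, of 0.55 (standard error 0.309, adjusted p = 0.55) for Ppargc1a and of 1.25 (standard error 0.331, adjusted p = 0.255) for Socs2. For Srebf1 4 of 5 EOW mice lay below every 2WM mouse (exact permutation p = 0.103), and for Socs2 4 of 5 lay above (exact permutation p = 0.0238). Ppargc1a had 4 EOW mice above and 1 below every 2WM mouse (exact permutation p = 0.206). None of the 3 passed over all probes in limma. Of the 11143 probes, 0 differed between EOW and 2WM at an adjusted p under 0.05 (smallest 0.0866), 1188 at an unadjusted p under 0.05 (586 higher and 602 lower in EOW) and 308 under the paper's criteria. Every EOW mouse lay above every 2WM mouse for 222 probes and below for 219, where chance gives 1.59%, or 177. Median centring moved the higher share of the probes at an unadjusted p under 0.05 from 49.3% to 65.2%.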

Microarray analysis illustrated the fact that EOW treatment impacted hepatic expression of several metabolically-relevant genes, including those encoding the transcriptional activator SREBF1—required for lipid homeostasis, the transcriptional coactivator PGC-1α—implicated in the regulation of genes involved in energy metabolism, and SOCS2—a negative regulator in the GH/IGF-1 signaling pathway. The increase in *Angptl4* expression in EOW livers is consistent with earlier reports showing the contribution of this liver-expressed serum hormone in the regulation of glucose homeostasis, lipid metabolism, and insulin sensitivity.^57^ Like metformin, long-term CR and exercise increase plasma ANGPTL4 levels in humans^58^ whereas decreased expression of *Angptl4* has been associated with type 2 diabetes.^57^ Lipin-1 plays a central role in mTORC1-dependent regulation of lipogenesis by SREBP1^59^ and we found that Lpin1 mRNA levels were significantly upregulated in EOW and 2WM livers together with an upregulation in pathways related to ribosome/translation. 

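Lpin1 was higher in every EOW mouse than in every 2WM mouse (log2 fold change 1.23, standard error 0.366, adjusted p = 0.278, exact permutation p = 0.0159). Cytosolic ribosomal proteins were also higher in EOW than in 2WM, with 50 of 54 log2 fold changes positive and a median of 0.23 (camera, adjusted p = 2.53e-09, and adjusted p = 0.612 with an estimated correlation). None of them passed over the list alone or over all probes, and 16 had an unadjusted p under 0.05 from limma. Rplp0, of the ribosomal stalk, had 0.48 (standard error 0.127, adjusted p = 0.255) and Rps4x 0.39 (standard error 0.133, adjusted p = 0.334). Ribosome biogenesis was higher in EOW as well, with 21 of 23 values positive (adjusted p = 0.0173, and adjusted p = 0.723 with an estimated correlation), a call that ended without EOW mouse 4 (adjusted p = 0.477, and 0.00241 to 0.477 over the alternatives), in whose liver T cell markers were raised. The score of the ribosomal list was 0.39 ± 0.23 in EOW (n = 5), 0.13 ± 0.10 in 2WM (n = 4) and 0.0014 ± 0.19 in SD (n = 4). Between the regimens its exact permutation p was 0.0952.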

To what extent does the upregulation of genes encoding cholesterol and sterol biosynthetic enzymes and that of key proteins implicated in translation regulation antagonizes the pro-longevity effect of metformin remains to be determined. Noteworthingly, increases in lipoprotein cholesterol concentrations are associated with coronary atherosclerosis and shortened lifespan.^60^

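Complex I of the respiratory chain, 33 detected genes, was lower in EOW than in 2WM with 28 negative and 5 positive log2 fold changes, but a median of only −0.11 (camera, adjusted p = 0.0148, and adjusted p = 0.806 with an estimated correlation). Complexes II to V, 36 detected genes, were also lower, with 24 negative and 12 positive values and a median of −0.073 (adjusted p = 0.0332, and adjusted p = 0.806 with an estimated correlation). Mitochondrial fatty acid oxidation and ketogenesis, 16 detected genes, was lower with 13 negative values (adjusted p = 0.0223, and adjusted p = 0.723 with an estimated correlation). In these lists no gene passed over the list alone or over all probes, and 3, 4 and 1 had an unadjusted p under 0.05 from limma. Ndufa5 had −0.36 (standard error 0.152, adjusted p = 0.433), the cytochrome c oxidase subunit Cox7a2 −0.41 (standard error 0.108, adjusted p = 0.255), the related Cox7a2l 0.43 (standard error 0.137, adjusted p = 0.308) and Hadhb, of the trifunctional protein, −0.31 (standard error 0.136, adjusted p = 0.445). Inner membrane carriers and translocases were not called (median −0.066, adjusted p = 0.506), and the prohibitin Phb2 had 0.35 (standard error 0.101, adjusted p = 0.269). Coq10b was higher in all 5 EOW mice than in all 2WM mice (0.72, standard error 0.168, adjusted p = 0.247, exact permutation p = 0.00794). Without EOW mouse 4, whose liver stood apart, the adjusted p was 0.601 for complex I, 0.772 for complexes II to V and 0.375 for fatty acid oxidation, and the calls also ended without EOW mouse 2 (0.209 for complex I, 0.3 for II to V), 2WM mouse 3 (0.189, 0.266 and 0.189 for the 3 lists), 2WM mouse 4 (0.066 for II to V, 0.065 for oxidation), EOW mouse 3 (0.125 for II to V) or 2WM mouse 1 (0.0627 for II to V). Neqc and median centring ended the call for complex I (adjusted p = 0.0598 and 0.0541), and neqc, quantile normalization, median centring and the use of the second array of a mouse that for complexes II to V (0.243, 0.167, 0.185 and 0.0806). Over the alternatives the adjusted p was 2.17e-06 to 0.601 for complex I, 1.54e-05 to 0.772 for complexes II to V and 0.00213 to 0.375 for fatty acid oxidation.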

Divergence between EOW and 2WM liver transcriptome was observed, notably with regard to GO Terms associated with mitochondrial inner membrane and mitochondrion, which could indicate the importance of optimizing the intermittent metformin treatment protocol for optimum benefits. We performed an exploratory data analysis aimed at visualizing the main characteristics of the current gene expression signatures with that of our recent CR study in male C57BL/6 J mice at 24 months of age.^32^ The analysis suggests great similarity in the gene expression profiles between CR and EOW, but not 2WM (Fig. 3j, k). Nevertheless, we observed differential regulation of lipid and cholesterol metabolism between metformin treatment and CR in these old mice.

Liver metabolomics analysis indicated the production of the oncometabolite 2-hydroxyglutarate from the tricarboxylic acid intermediate α-ketoglutarate. 2-Hydroxyglutarate is a known activator of mTOR through inhibition by the ternary complex between mTOR and the KDM4A-DEPTOR complex.^61^ KDM4A is an α-ketoglutarate-dependent enzyme of the Jumonji family of lysine demethylases that was recently found to act as a key regulator in the metabolic switch between mitochondrial oxidation and glycolysis,^62^ and to regulate senescence by targeting methylated p53 for degradation.^63^ Increase in nutrient availability promotes KDM4A-mediated ribosome biogenesis for the translation of RNA into protein,^64^ a very costly energy-consuming process that reduces life expectancy.^65^ It is possible that the inability of metformin to extend mouse lifespan when treatment was started late in life stemmed partly from the fact that 2-hydroxyglutarate levels were elevated with an upregulation of genes associated with ribosome biogenesis and assembly (Supplementary Table S4c). In contrast, inhibition of mTOR activity with concurrent activation of AMPK by rapamycin prolongs lifespan even when given in old mice.^66^ Therefore, metformin and rapalogs may exert cooperative effects at the level of the energy-sensing AMPK and diminished expenditure of cellular energy required for protein translation.

Tryptophan has been recently identified as a putative biomarker for type 2 diabetes risk^67^ and reduction in its intake appear to elicit beneficial health and lifespan effects.^68^ In earlier studies, tryptophan degradation into kynurenine intermediates and production of 3-indoxyl sulfate and related indoles such as indole-3-lactate have been found to elicit proinflammatory and adverse events on the cardiovascular and renal systems.^69,70^ Our metabolomics analysis revealed significant elevation in 3-indoxyl sulfate and/or indole-3-lactate in plasma of old EOW and 2WM mice, indicative of renal toxicity (Fig. 2i) with associated perturbation in glutathione biosynthesis and increased oxidative stress.^70^ Indeed, under metabolic stress conditions and with aging, the antioxidant defense system weakens and gives rise to a system-wide increase in pro-oxidative biomarker levels. Tissues such as the liver can dramatically increase the rate of hepatic glutathione synthesis by activating the transsulfuration pathway, which forms cystathionine from homocysteine, and release 2-hydroxybutanoic acid upon cleavage of cystathionine to cysteine. In time of need, glutamine is converted to glutamic acid, and along with glycine and cysteine, these amino acids are incorporated into glutathione. Herein, the marked increase in insulin sensitivity (lower HOMA-IR index) and significant elevation in plasma 2-hydroxybutanoic acid in old EOW mice was consistent with active transsulfuration pathway.

Hepatic conversion of glucose into fatty acids generates palmitoleic acid, a metabolite implicated in the regulation and pathophysiology of insulin action and glucose metabolism. A study on the relationship between palmitoleic acid and metabolic risk revealed that circulating palmitoleate is positively associated with greater adiposity, higher triglycerides, and greater insulin resistance in humans.^71^ Herein, EOW livers had significant reduction in palmitoleic acid, which is consistent with improved insulin sensitivity and lower hepatic triglyceride content.

To conclude, the metabolic effects of metformin EOW when initiated in late-life were associated with an overall improvement on health without an extension in lifespan as compared to control mice. A combination of confounding factors such as adiposity, energy overconsumption (ad libitum feeding) and related weight gain, mitochondrial dysfunction, and incidence of cancer could explain why metformin was unable to counterbalance these adverse life-shortening events despite exhibiting favorable markers of lower metabolic risk. Thus, additional longitudinal studies will need to carefully assess the effects of intermittent metformin treatment introduced at young to middle-age and how gender and rodent genetic background may modify or confound metformin’s effectiveness at improving healthspan, and possibly lifespan. Targeting lifespan extension is a very complex endeavor especially when a given intervention (e.g., metformin) is provided in late-life once evolutionarily conserved molecular pathways are already impaired, with genome stability loss, DNA repair defects, and chronic oxidative stress to name of few. The fact that metformin did not generate adverse outcomes in very old mice is a reassuring safety data possibly for humans that start metformin earlier in life and want to continue it into old age. Further focus on classical hallmarks of aging should provide new insights into whether/how improving healthspan can lead to lifespan extension.

## Materials and Methods

Full details are provided in the Supplementary Information section.

### Animals and diets

Animal procedures, housing and diets were in accordance with the guidelines issued by the Intramural Research Program of the National Institutes of Health protocol number 444TGB2016. Male C57BL/6 mice at 104 weeks of age were purchased from the National Institute on Aging Aged Rodent Colony from Charles River. The C57BL/6 mice maintained on a standard purified mouse diet (AIN-93G) for a month were randomly distributed to avoid differences in starting body weight average between the 3 experimental groups. Control group was kept on standard diet (SD; *n* = 68) until their death while the other groups of mice were fed SD plus 1% metformin following different on-and-off feeding protocols. Feedings protocol consist of every other week (EOW; *n* = 64) and two consecutive weeks each month (2WM; *n* = 67) with AIN-93G plus 1% metformin until their death. Sample size estimate to ensure adequate power to detect change in maximum lifespan was carried out based on our previous published work. Pure metformin was obtained from Farmhispania (Farmhispania S.A., Barcelona, Spain) and mixed to homogeneity during manufacturing of the diets (Dyets Inc., Bethlehem, PA). The chow was produced every 3 months during the length of the study, never was permitted to exceed 50 °C and was kept away from light whenever possible to ensure the stability of metformin (the light/dark cycle in the mouse facility was not altered). The mice were on a light:dark 12:12-h schedule and maintained between 20–22 °C with 30–70% relative humidity according to animal protocols and NIH guidelines. Food intake and body weight were measured on a biweekly basis for the duration of the study for control group and weekly for metformin fed mice. Body temperature was biweekly measured through an implantable temperature transponder system (IPTT-300, Bio Medic Data Systems). The transponders were implanted under the skin on the back of the animals between the shoulder blades using the provided instrument. The animals were allowed to heal and recover for a minimum of one week after the implantation before measurements were commenced. Survival curves were plotted using the Kaplan–Meier method, which includes all available animals at each time point. The criteria for euthanasia was based on an independent assessment by a veterinarian, according to AAALAC guidelines and only cases, where the condition of the animal was considered incompatible with continued survival, are represented in the curves. Animals removed at sacrifice for experimental procedures were considered as censored deaths.

The following tests in animals were performed by non-blinded investigators unless otherwise stated.

### Body composition

Measurements of lean, fat, and fluid mass in live mice were acquired by NMR using the Minispec LF90 (Bruker Optics, Billerica, MA, USA) after 16 weeks of treatment.

### Metabolic assessment

After 16 weeks of metformin treatment, mouse metabolic rate was assessed by indirect calorimetry in open-circuit Oxymax chambers with CLAMS (Columbus Instruments) as previously described.^2^ Movement (both horizontal and vertical) was also monitored with beams that software transforms into counts of beam breaks by the mouse.

### Physical performance tests

A detailed explanation of all physical performance tests performed is described in the Supplementary Information.

### Lactate and glucose measurements

Because diet was changed every week for EOW mice and every 2 consecutive weeks for 2WM mice, lactate and glucose levels were measured in 6-h fasted animals (*n* = 8–10) on the Friday of week 13, 14, 15, and 16 of treatment. Glucose and lactate concentrations in blood were measured by tail venipuncture with the Blood Glucose Monitoring System Breeze 2 (Bayer, Mishawaka, IN) and Lactate plus Meter (Nova Biomedical Corporation, Waltham, MA), respectively.

### Sample collection

After 17 weeks of treatment, a subgroup of non-fasted SD mice (*n* = 10) and mice on EOW and 2WM metformin (*n* = 6 each) were euthanized for experimental procedures. Glucose and lactate were measured from a drop of tail blood, with lactate measured from the first drop. Mice were anesthetized with ketamine–xylazine (50 mg kg^−1^ ketamine and 5 mg kg^−1^ xylazine; 10 µL 10 g^−1^ of body weight), and then blood and various tissues were collected as summarized in Supplementary Information.

### Blood and serum markers

An aliquot of whole blood was mixed with EDTA and used for the direct determination of HbA1c with an enzymatic kit (Crystal Chem, Downers Grove, IL). Coagulated whole blood was centrifuged at 12000×*g* for 10 min, and serum was aliquoted and kept at −80 °C. Serum leptin and adiponectin levels were measured using ELISA kits (EMD Millipore Corporation, Billerica, MA), and insulin levels were determined according to the manufacturer’s protocol (Crystal Chem).

### Histology and electron microscopy

Full methodological details for liver and kidney histology, and the determination of fenestrations in the liver sinusoidal endothelium by SEM can be found in Supplementary Information. Scoring was performed by investigators blinded to the treatment groups.

### Microarray analysis

Raw data were subjected to *Z*-normalization, as described elsewhere.^72,73^ PCA was performed on the normalized *Z*-scores of all of the detectable probes in the samples using DIANE 6.0 software, available from: (http://www.grc.nia.nih.gov/branches/rrb/dna/ diane_software.pdf). Significant genes were selected by the *z*-test < 0.05, false discovery rate < 0.30, as well as *z*-ratio > 1.5 in both directions and ANOVA *p* value < 0.05. Methodological details can be found in the Supplementary Information.

### Quantitative real-time PCR and Western blotting

Details can be found in the Supplementary Information.

### Metabolomics

Metabolomics analysis on mouse liver extracts and serum was performed by the UC Davis West Coast Metabolomics Center as previously described.^32^ Methodological details can be found in the Supplementary Information.

### Determination of hydrogen sulfide levels

The measure of hydrogen sulfide was carried out in liver extracts following the methodological details previously described.^26^ Quantification was performed by volume densitometry using ImageJ software.

### Determination of metformin levels

Method to measure metformin levels in mouse serum (*n* = 12) and liver homogenates (*n* = 14) was performed using a LC-MS/MS method developed at SRI International (Menlo Park, CA), as described in Supplementary Information. Lower limits of quantitation for the assay was 40 ng ml^−1^ in serum and 186 ng g^−1^ tissue in liver.

### Statistics

Equal variance and normal distribution tests were performed to select an appropriate statistical approach for each analysis. Unless otherwise stated, a non-parametric Kruskal–Wallis test followed by Dunn’s multiple comparisons test was used. For longevity studies, Gehan–Breslow-Wilcoxon statistical test was used. Analyses were performed using GraphPad Prism v. 6 (GraphPad Software, Inc., La Jolla, CA). In all experiments, results are represented as the mean ± SEM, with *p* values < 0.05 considered significant.

### Data availability

Microarray data have been deposited in the Gene Expression Omnibus database under accession code GSE97074. All relevant data that support the findings of this study are included in this published article (and its Supplementary information files), or are available from the corresponding authors on reasonable request.

## Electronic supplementary material

Supplemental Material

## Electronic supplementary material

**Supplementary information** accompanies the paper on the *npj Aging and Mechanisms of Disease* website (10.1038/s41514-017-0018-7).

## References

[1] US Food and Drug Administration. *Metformin Information*https://www.fda.gov/Drugs/DrugSafety/PostmarketDrugSafetyInformationforPatientsandProviders/ucm493293.htm (2017).

[2] Martin-Montalvo A (2013). Metformin improves healthspan and lifespan in mice. Nat. Commun..

[3] Anisimov VN (2011). If started early in life, metformin treatment increases life span and postpones tumors in female SHR mice. Aging (Albany NY).

[4] Strong R (2016). Longer lifespan in male mice treated with a weakly estrogenic agonist, an antioxidant, an α-glucosidase inhibitor or a Nrf2-inducer. Aging Cell.

[5] De Haes W (2014). Metformin promotes lifespan through mitohormesis via the peroxiredoxin PRDX-2. Proc. Natl. Acad. Sci. USA.

[6] Cabreiro F (2013). Metformin retards aging in C. elegans by altering microbial folate and methionine metabolism. Cell.

[7] Owen MR, Doran E, Halestrap AP (2000). Evidence that metformin exerts its anti-diabetic effects through inhibition of complex 1 of the mitochondrial respiratory chain. Biochem. J..

[8] El-Mir MY (2000). Dimethylbiguanide inhibits cell respiration via an indirect effect targeted on the respiratory chain complex I. J. Biol. Chem..

[9] Madiraju AK (2014). Metformin suppresses gluconeogenesis by inhibiting mitochondrial glycerophosphate dehydrogenase. Nature.

[10] Kalender A (2010). Metformin, independent of AMPK, inhibits mTORC1 in a rag GTPase-dependent manner. Cell. Metab..

[11] Takiyama Y (2011). Tubular injury in a rat model of type 2 diabetes is prevented by metformin: a possible role of HIF-1α expression and oxygen metabolism. Diabetes.

[12] Chen SC (2017). Metformin suppresses adipogenesis through both AMP-activated protein kinase (AMPK)-dependent and AMPK-independent mechanisms. Mol. Cell Endocrinol..

[13] Foretz M (2010). Metformin inhibits hepatic gluconeogenesis in mice independently of the LKB1/AMPK pathway via a decrease in hepatic energy state. J. Clin. Invest..

[14] Wu L (2016). An ancient, unified mechanism for metformin growth inhibition in C. elegans and cancer. Cell.

[15] Vazquez-Martin A, Oliveras-Ferraros C, Menendez JA (2009). The antidiabetic drug metformin suppresses HER2 (erbB-2) oncoprotein overexpression via inhibition of the mTOR effector p70S6K1 in human breast carcinoma cells. Cell Cycle.

[16] Vazquez-Martin A (2012). Metformin limits the tumourigenicity of iPS cells without affecting their pluripotency. Sci. Rep..

[17] López-Otín C, Blasco MA, Partridge L, Serrano M, Kroemer G (2013). The hallmarks of aging. Cell.

[18] Menendez JA (2011). Metformin and the ATM DNA damage response (DDR): accelerating the onset of stress-induced senescence to boost protection against cancer. Aging (Albany NY).

[19] Novelle MG, Ali A, Diéguez C, Bernier M, de Cabo R (2016). Metformin: a hopeful promise in aging research. Cold Spring Harb. Perspect. Med..

[20] Smith DL (2010). Metformin supplementation and life span in Fischer-344 rats. J. Gerontol. A. Biol. Sci. Med. Sci..

[21] Onken B, Driscoll M (2010). Metformin induces a dietary restriction-like state and the oxidative stress response to extend C. elegans Healthspan via AMPK, LKB1, and SKN-1. PLoS One.

[22] Barzilai N, Crandall JP, Kritchevsky SB, Espeland MA (2016). Metformin as a tool to target aging. Cell Metab..

[23] Reagan-Shaw S, Nihal M, Ahmad N (2008). Dose translation from animal to human studies revisited. FASEB J..

[24] DeFronzo R, Fleming GA, Chen K, Bicsak TA (2016). Metformin-associated lactic acidosis: current perspectives on causes and risk. Metabolism.

[25] Perry RJ, Samuel VT, Petersen KF, Shulman GI (2014). The role of hepatic lipids in hepatic insulin resistance and type 2 diabetes. Nature.

[26] Hine C (2015). Endogenous hydrogen sulfide production is essential for dietary restriction benefits. Cell.

[27] Kim IH, Kisseleva T, Brenner DA (2015). Aging and liver disease. Curr. Opin. Gastroenterol..

[28] Mohamad M (2016). Ultrastructure of the liver microcirculation influences hepatic and systemic insulin activity and provides a mechanism for age-related insulin resistance. Aging Cell.

[29] Finck BN (2006). Lipin 1 is an inducible amplifier of the hepatic PGC-1α/PPARα regulatory pathway. Cell Metab..

[30] Guillén N (2009). Microarray analysis of hepatic gene expression identifies new genes involved in steatotic liver. Physiol. Genomics.

[31] Zhou Y, Jiang L, Rui L (2009). Identification of MUP1 as a regulator for glucose and lipid metabolism in mice. J. Biol. Chem..

[32] Mitchell SJ (2016). Effects of sex, strain, and energy intake on hallmarks of aging in mice. Cell Metab..

[33] Knopf JL, Gallagher JF, Held WA (1983). Differential, multihormonal regulation of the mouse major urinary protein gene family in the liver. Mol. Cell Biol..

[34] Kang HS (2016). Metformin stimulates IGFBP-2 gene expression through PPARalpha in diabetic states. Sci. Rep..

[35] Kang HS (2015). Regulation of IGFBP-2 expression during fasting. Biochem. J..

[36] Leiser SF (2015). Cell nonautonomous activation of flavin-containing monooxygenase promotes longevity and health span. Science.

[37] Duca FA (2015). Metformin activates a duodenal Ampk-dependent pathway to lower hepatic glucose production in rats. Nat. Med..

[38] Wu T (2017). Metformin reduces the rate of small intestinal glucose absorption in type 2 diabetes. Diabetes Obes. Metab..

[39] Liu X, Romero IL, Litchfield LM, Lengyel E, Locasale JW (2016). Metformin targets central carbon metabolism and reveals mitochondrial requirements in human cancers. Cell. Metab..

[40] Benjamin D (2016). Syrosingopine sensitizes cancer cells to killing by metformin. Sci. Adv..

[41] Noren Hooten N (2016). Metformin-mediated increase in DICER1 regulates microRNA expression and cellular senescence. Aging Cell.

[42] Templeman NM (2017). Reduced circulating insulin enhances insulin sensitivity in old mice and extends lifespan. Cell Rep..

[43] Tang X (2016). Metformin increases hepatic leptin receptor and decreases steatosis in mice. J. Endocrinol..

[44] Aubert G, Mansuy V, Voirol MJ, Pellerin L, Pralong FP (2011). The anorexigenic effects of metformin involve increases in hypothalamic leptin receptor expression. Metabolism.

[45] Bridges HR, Jones AJ, Pollack MN, Hirst J (2014). Effects of metformin and other biguanides on oxidative phosphorylation in mitochondria. Biochem. J..

[46] Schommers P (2017). Metformin causes a futile intestinal-hepatic cycle which increases energy expenditure and slows down development of a type 2 diabetes-like state. Mol. Metab..

[47] Mulligan JD, Gonzalez AA, Kumar R, Davis AJ, Saupe KW (2005). Aging elevates basal adenosine monophosphate-activated protein kinase (AMPK) activity and eliminates hypoxic activation of AMPK in mouse liver. J. Gerontol. A Biol. Sci. Med. Sci..

[48] Jamieson HA (2007). Caloric restriction reduces age-related pseudocapillarization of the hepatic sinusoid. Exp. Gerontol..

[49] Cogger VC (2016). Dietary macronutrients and the aging liver sinusoidal endothelial cell. Am. J. Physiol. Heart Circ. Physiol..

[50] Fontana L (2013). Aging promotes the development of diet-induced murine steatohepatitis but not steatosis. Hepatology.

[51] S. Jiang (2017). AMPK orchestrates an elaborate cascade protecting tissue from fibrosis and aging. Ageing Res. Rev..

[52] Ogrodnik M (2017). Cellular senescence drives age-dependent hepatic steatosis. Nat. Commun..

[53] Neyrinck, A. M. et al. Spirulina protects against hepatic inflammation in aging: an effect related to the modulation of the gut microbiota? *Nutrients*10.3390/nu9060633 (2017).10.3390/nu9060633PMC549061228632181

[54] Pénicaud L, Hitier Y, Ferré P, Girard J (1989). Hypoglycaemic effect of metformin in genetically obese (fa/fa) rats results from an increased utilization of blood glucose by intestine. Biochem. J..

[55] Bailey CJ, Wilcock C, Scarpello JHB (2008). Metformin and the intestine. Diabetologia.

[56] McCreight LJ, Bailey CJ, Pearson ER (2016). Metformin and the gastrointestinal tract. Diabetologia.

[57] Xu A (2005). Angiopoietin-like protein 4 decreases blood glucose and improves glucose tolerance but induces hyperlipidemia and hepatic steatosis in mice. Proc. Natl. Acad. Sci. USA.

[58] Kersten S (2009). Caloric restriction and exercise increase plasma ANGPTL4 levels in humans via elevated free fatty acids. Arterioscler. Thromb. Vasc. Biol..

[59] Peterson TR (2011). mTOR complex 1 regulates lipin 1 localization to control the SREBP pathway. Cell.

[60] Verbeek R, Hovingh GK, Boekholdt SM (2015). Non-high-density lipoprotein cholesterol: current status as cardiovascular marker. Curr. Opin. Lipidol..

[61] Carbonneau M (2016). The oncometabolite 2-hydroxyglutarate activates the mTOR signalling pathway. Nat. Commun..

[62] Wang LY (2016). KDM4A Coactivates E2F1 to Regulate the PDK-Dependent Metabolic Switch between Mitochondrial Oxidation and Glycolysis. Cell Rep..

[63] Johmura Y (2016). SCF(Fbxo22)-KDM4A targets methylated p53 for degradation and regulates senescence. Nat. Commun..

[64] Salifou K (2016). The histone demethylase JMJD2A/KDM4A links ribosomal RNA transcription to nutrients and growth factors availability. Nat. Commun..

[65] Hofmann JW (2015). Reduced expression of MYC increases longevity and enhances healthspan. Cell.

[66] Harrison DE (2009). Rapamycin fed late in life extends lifespan in genetically heterogeneous mice. Nature.

[67] Chen T (2016). Tryptophan predicts the risk for future type 2 diabetes. PLoS One.

[68] van der Goot AT, Nollen EA (2013). Tryptophan metabolism: entering the field of aging and age-related pathologies. Trends Mol. Med..

[69] Barisione C (2015). Indoxyl sulfate: a candidate target for the prevention and treatment of cardiovascular disease in chronic kidney disease. Curr. Drug Targets.

[70] Yu M, Kim YJ, Kang DH (2011). Indoxyl sulfate-induced endothelial dysfunction in patients with chronic kidney disease via an induction of oxidative stress. Clin. J. Am. Soc. Nephrol..

[71] Mozaffarian D (2010). Circulating palmitoleic acid and risk of metabolic abnormalities and new-onset diabetes. Am. J. Clin. Nutr..

[72] Cheadle C, Vawter MP, Freed WJ, Becker KG (2003). Analysis of microarray data using Z score transformation. J. Mol. Diagn..

[73] Lee JS (2012). Meta-analysis of gene expression in the mouse liver reveals biomarkers associated with inflammation increased early during aging. Mech. Ageing Dev..

[74] Hilmer SN (2004). The effect of aging on the immunohistochemistry of apolipoprotein E in the liver. Exp. Gerontol..

[75] Kim SY, Volsky DJ (2005). PAGE: parametric analysis of gene set enrichment. Bmc. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

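Liver RNA of 13 male C57BL/6 mice (4 SD, 5 EOW, 4 2WM) was measured on 16 Illumina BeadArrays of 25697 probes, with 2 arrays for 1 mouse of each group. The authors deposited the probe intensities of each array without normalization or background subtraction stated. The detection p-value of each probe was deposited with them and compares it with the array's background beads. The authors also deposited a matrix with a Z score per probe and array, and its values equal the Z score of the log2 signal of the same array (r = 1, largest difference 1e-04), with per-array medians between −0.511 and −0.471, so that scale, centring and direction are known. Submitters' processing notes name GenomeStudio. Probes were named through the platform annotation that pairs them with genes, which gave 23978 probes with 1 symbol, 0 with several and 1719 with none, and 23962 had a gene number in the reference gene table.

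Signals were taken to log2, brought to Z scores within each array after the paper's methods and multiplied by the mean standard deviation of the arrays. Arrays of the same mouse were averaged. A probe was tested when its detection p-value was under 0.05 on every array of at least 1 group, and a gene was read by its brightest detected probe. Comparisons were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 3 groups, 10 residual degrees of freedom) with Benjamini-Hochberg adjustment at 0.05 over the 11143 probes, and every adjusted p of a single gene is limma's. Gene lists, 58 in number, were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, with fry and with PAGE, adjusted over the 57 lists with a detected gene, and an adjusted p of a list is camera's unless another tool is named. The paper's criteria were a per-transcript test, a false discovery rate under 0.30, an absolute z-ratio above 1.5 and a test over the 3 groups. Permutation tests were two-sided, exact for single genes and list scores and with 100000 label permutations (seed 1) for the distances between mice. Their p-values were not adjusted for the number of genes or lists tested. Other splits and simulations numbered at most 100. The steps were tested on simulated data first.

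The genes named are those the paper names or labels for these arrays, whose values in the paper had been seen, the 10 largest increases and decreases among called genes with no overlap between mice, of which there were none, and up to 4 genes with the smallest p in each list described. Genes outside this rule are said to be chosen after their values were seen. Markers of T cells and the probes far from the other mice in EOW mouse 4 were among the latter.

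Alternatives were neqc (offset 16), quantile normalization, median centring, the values deposited by the authors, no filter on dim probes, a stricter filter (detection p-value under 0.01), only the groups compared, the replicate number as a block, the first or the second array of a mouse, an intensity trend, array weights (statmod 1.5.0), genes in place of probes, an adjusted p under 0.30, the paper's criteria and leaving out each mouse in turn. Livers of mice under caloric restriction, the GO Terms and genes without a named probe were not analysed here. A BeadArray signal saturates and has a background, which compresses fold changes of dim and of very bright probes, and its precision is limited by the number of arrays.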

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

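Of the tests given here, the counts of other splits at an adjusted p under 0.05, the tests on probes far higher in EOW mouse 4 and the test on hepatocyte markers in EOW were chosen only after the result was seen.

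Within each group, the mouse farthest from the others was examined for 93 sets of values of single genes, 171 of gene lists and 6 of principal components. In 19 of these 270 the mouse stood apart from the rest, where chance alone picks about 1 in 20, or 13.5. EOW mouse 4 accounted for 4 of them and 2WM mouse 2 for 5. EOW mouse 4 scored 75.8 on the first principal component (other EOW mice −10.6 to 0.0097), 3.64 for T and NK cell markers (−0.090 to 0.32), 0.77 for ribosome biogenesis (0.060 to 0.21) and 0.32 for glycolysis and fructolysis (−0.024 to 0.026). 2WM mouse 2 scored 2.19 on the first component (other 2WM mice −10.5 to −8.84), −1.34 for major urinary proteins (0.34 to 0.66), 0.083 for hepatocyte markers (0.35 to 0.40), −0.33 for Mup2 (0.55 to 0.66) and −0.78 for C9 (−0.0018 to 0.11), list and gene values being log2 differences from the SD mean. EOW mouse 5 was low for antigen presentation by MHC class II at −0.997 (0.13 to 0.57 in the other EOW mice) and for cholangiocyte markers at −0.23 (0.23 to 0.41). EOW mouse 2 was at 0.73 for Socs2 (1.42 to 1.59). 2WM mouse 3 was at 0.54 for interferon-stimulated genes (0.99 to 1.06), and 2WM mouse 4 at −0.14 for Srebf1 (−0.65 to −0.64). Among SD mice, mouse 1 was at −0.45 for Mup2 (0.10 to 0.21) and at −0.24 for pericentral hepatocyte genes (0.11 to 0.14), mouse 3 at 0.16 for Idh1 (−0.065 to −0.043), and mouse 4 at 0.25 for Trib3 (−0.10 to −0.060) and at −0.12 for the integrated stress response (−0.018 to −0.0011).

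In EOW mouse 4, 123 probes read more than 3 log2 units below the mean of the other mice and 25 more than 3 above, against 0 to 2 and 0 to 6 in each other mouse. For the lower probes, the other detected probes of the same genes differed by a median of −0.14 (82 probes, against −3.70 for the lower probes themselves), which is consistent with signals lost for single probes, and a sequence variant under those probes was not tested. For the higher probes only 2 genes had other detected probes, 3 of Coro1a at 2.34 to 3.32 and 1 of Klhl6 at 0.15, where its higher probe read 3.22. Their median of 2.54 rests on Coro1a. For the higher probes as a set, signals raised for single probes cannot be told apart from raised transcripts, as 2 genes are too few. A lower share of hepatocytes as the source of the higher probes predicted that the markers of the other cell types rise alike. Their medians lay over a range of 3.95, from −0.38 for B and plasma cells to 3.58 for T and NK cells. The T and NK list cannot decide this, because all its genes but Cd3e are themselves among the higher probes. The next highest median was 1.70 for neutrophils, over 3 genes, and hepatocyte markers stood at −0.43. A lower share of hepatocytes is therefore not excluded. T cells in this liver may account for the higher probes (Ccl5 at a level of 5.84, Cd3d at 3.99 and Cd3g at 3.42), but only 1 of 5 detected markers, Cd3e, was not itself among those probes (2.55 above the highest other mouse), which keeps this open. Beyond these cell types no biological explanation was tested, since the design names none for a single mouse.

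The 13 male-biased genes and 5 Mup genes had a mean log2 shift of −1.48 (standard error 0.467) in EOW against SD. With the score of glucocorticoid targets as a covariate the shift was −1.27 (standard error 0.599), and with that of the circadian clock −1.40 (standard error 0.517). These lie −2.13 and −2.71 standard errors from 0, so that the shift did not end. The slopes on the scores were imprecise (−0.28, standard error 0.471, and −0.29, standard error 0.647). A list score may also miss part of the exposure or phase, so that neither glucocorticoid exposure nor clock phase at sampling is excluded. A lower share of hepatocytes in EOW predicted that hepatocyte markers fall by about the same shift. Their median log2 fold change was 0.23, so that they did not fall as a set. In EOW mouse 4 their list score was −0.24. The markers are read relative to the mean of their array, so that a lower share is made less likely but is not excluded. The regimen itself, and food intake and body weight under it, stay open and were not tested. 2WM mouse 2, with a Mup score of −1.34, had low values without that regimen.

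Other splits of the same mice into groups of the same sizes were counted for each comparison. Between 2WM and SD, 661 probes reached an unadjusted p under 0.05 and at most 583 in another split, 1 of 35 splits being as large. Under the paper's criteria 289 passed against at most 282 (1 of 35). For both counts the real split was thus the largest, which is the smallest share that 35 splits allow. Several counts were examined with no adjustment for their number, so that the splits alone do not exclude chance. Unchanged groups simulated from the deviations of the mice gave 623 (0 to 2992) and 101 (0 to 601) on average over 100 draws. Both counts lie within these ranges, and by that measure too chance is not excluded. Between EOW and 2WM, 308 probes passed the paper's criteria, as large in 3 of 100 splits (highest other 371), a share not adjusted for the number of counts examined. The simulated unchanged groups gave 99.9 (0 to 550), which holds that count too, so that chance is not excluded for it. Chance cannot be excluded for the 1188 probes at an unadjusted p under 0.05 (7 of 100 splits, highest other 1963, and 583, 0 to 2622, in the simulated groups). Between EOW and SD it cannot be excluded for the 1542 probes at an unadjusted p under 0.05 (9 of 100 splits, highest other 1882, and 645, 8 to 2532, in the simulated groups) or for the 352 under the paper's criteria (7 of 100, highest other 417, and 105, 0 to 573). For the 0 probes at an adjusted p under 0.05 from limma the splits decide nothing, since any split gives at least 0 (100 of 100 for EOW and SD, highest other 3, 35 of 35 for 2WM and SD, highest other 0, and 100 of 100 for EOW and 2WM, highest other 7). Chance cannot be excluded for the number of gene lists called with camera, 12 in EOW (54 of 100 splits, highest other 29), 12 in 2WM (13 of 35, highest other 28) and 14 between the regimens (58 of 100, highest other 32).

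These lists were also called with camera against SD, each given with its median log2 fold change. In EOW they were glucocorticoid targets (0.78, 9 of 9 genes positive, adjusted p = 0.00408, and adjusted p = 0.533 with an estimated correlation), complement (−0.33, 5 of 17 genes positive, adjusted p = 0.00709, and adjusted p = 0.791 with an estimated correlation), hepatocyte markers (0.23, 9 of 9 genes positive, adjusted p = 0.0437, and adjusted p = 0.791 with an estimated correlation) and stellate cell and fibroblast markers (0.21, 8 of 11 genes positive, adjusted p = 0.0437, and adjusted p = 0.533 with an estimated correlation). Complement was not called without EOW mouse 4 (adjusted p = 0.0919) and glucocorticoid targets not without EOW mouse 5 (0.0805). The call of hepatocyte markers ended without EOW mouse 1 (0.289), EOW mouse 5 (0.247), SD mouse 1 (0.156) or SD mouse 3 (0.119), and that of stellate cell markers without SD mouse 2 (0.155), EOW mouse 2 (0.122), EOW mouse 1 (0.0699), EOW mouse 3 (0.0682) or 2WM mouse 2 (0.0526). Median centring moved that of hepatocyte markers most, to 0.691. Over the alternatives these 4 adjusted p were 2.37e-11 to 0.0805, 2.49e-05 to 0.0919, 0.000485 to 0.691 and 0.00101 to 0.155. In 2WM they were interferon-stimulated genes (0.90, 14 of 14 genes positive, adjusted p = 5.36e-12, and adjusted p = 0.415 with an estimated correlation), hepatocyte markers (0.29, 9 of 9 genes positive, adjusted p = 0.000194, and adjusted p = 0.701 with an estimated correlation), pericentral hepatocyte genes (0.23, 8 of 11 genes positive, adjusted p = 0.0131, and adjusted p = 0.701 with an estimated correlation), cholesterol uptake and SREBP2 control (0.27, 6 of 7 genes positive, adjusted p = 0.0333, and adjusted p = 0.277 with an estimated correlation) and immediate early and heat shock genes (−0.43, 1 of 8 genes positive, adjusted p = 0.0333, and adjusted p = 0.277 with an estimated correlation). Pericentral genes were not called without SD mouse 1 (0.206), 2WM mouse 1 (0.0981), 2WM mouse 4 (0.0671) or 2WM mouse 3 (0.0591), cholesterol uptake not without SD mouse 1 (0.206) or 2WM mouse 3 (0.102), and immediate early genes not without SD mouse 4 (0.141), 2WM mouse 4 (0.124), SD mouse 1 (0.0662) or 2WM mouse 3 (0.0591). Hepatocyte markers were not called under median centring (0.422) or with neqc (0.0753). Over the alternatives the 5 adjusted p were 4.17e-62 to 3.11e-07, 3.53e-06 to 0.422, 9.43e-07 to 0.206, 0.00607 to 0.206 and 3.21e-06 to 0.149.

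Directly between EOW and 2WM, 14 lists differed with camera, each given with its median log2 fold change. Higher in EOW were glucocorticoid targets (0.71, adjusted p = 0.000174), the circadian clock (0.43, adjusted p = 0.0332), cytosolic ribosomal proteins (0.23, adjusted p = 2.53e-09) and ribosome biogenesis (0.19, adjusted p = 0.0173). Lower in EOW were major urinary proteins (−2.64, adjusted p = 5.28e-08), male-biased genes (−1.03, adjusted p = 1.12e-09), interferon-stimulated genes (−0.93, adjusted p = 8.57e-08), fatty acid synthesis (−0.51, adjusted p = 8.57e-08), cholesterol biosynthesis (−0.32, adjusted p = 0.000174), complement (−0.29, adjusted p = 0.00022), endoplasmic reticulum chaperones (−0.26, adjusted p = 0.00702), mitochondrial fatty acid oxidation and ketogenesis (−0.12, adjusted p = 0.0223), complex I (−0.11, adjusted p = 0.0148) and complexes II to V (−0.073, adjusted p = 0.0332). With an estimated correlation none was called, the adjusted p lying between adjusted p = 0.423 and adjusted p = 0.806. Without EOW mouse 4 the calls of complex I (adjusted p = 0.601), complexes II to V (0.772), ribosome biogenesis (0.477), fatty acid oxidation (0.375) and chaperones (0.183) ended. The circadian call ended without EOW mouse 5 (0.164), 2WM mouse 2 (0.115), EOW mouse 1 (0.0717) or 2WM mouse 3 (0.0552), and the further mice that ended a mitochondrial call were EOW mouse 2 (complex I 0.209, complexes II to V 0.3), 2WM mouse 3 (0.189, 0.266 and oxidation 0.189), 2WM mouse 4 (complexes II to V 0.066, oxidation 0.065), EOW mouse 3 (complexes II to V 0.125) and 2WM mouse 1 (complexes II to V 0.0627). Over the alternatives the adjusted p reached 2.17e-06 to 0.601 for complex I, 1.54e-05 to 0.772 for complexes II to V, 0.00241 to 0.477 for ribosome biogenesis, 0.00213 to 0.375 for oxidation, 1.28e-05 to 0.296 for chaperones and 6.06e-11 to 0.164 for the clock.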

How the results depend on the processing

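The processing alternatives were set before the data were examined, except the runs with no filter together with the paper's criteria, on all 13 mice or with 1 EOW mouse left out, which were chosen after seeing the data. Of 1519 values of named genes under an alternative, 1497 kept their direction and their side of the threshold, 12 passed it and 10 turned. No named gene had passed in the main setting, so that none could lose a call and the share kept is no measure of robust calls. Of 1026 values of called gene lists 892 kept direction and call, 132 lost the call and 2 turned. Of 3588 values of lists that were not called, 149 were called. The values deposited by the authors gave the same counts, as they had to, since they equal the Z scores used here. The arrays' number and a signal near background limit the dim probes. A slide could not be used as a block, because no source used here names the slides. The standard deviation by which an array was divided was 1.47 to 1.58 in SD, 1.35 to 1.50 in EOW and 1.40 to 1.48 in 2WM. Division by a smaller value moves bright probes farther above the mean of their array. How much this adds to lists that ended or turned under another scaling was not measured. Except where a setting tests other probes or fewer mice, the cause was not tested.

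In place of 0 probes at an adjusted p under 0.05 from limma in EOW (1542 at an unadjusted p under 0.05), neqc gave 1, median centring 5, the stricter filter 5, array weights 12, an adjusted p under 0.30 974, the paper's criteria 352 and the same without a filter 571, and leaving out 1 mouse 0 to 6 (6 without EOW mouse 2, 4 without SD mouse 4, 2 without 2WM mouse 2 and 1 each without EOW mouse 4 and 5). In place of 0 in 2WM (661 unadjusted), neqc gave 2, the stricter filter 2, only the 2 groups compared 2, the first array of a mouse 2, genes in place of probes 1, array weights 41, an adjusted p under 0.30 5, the paper's criteria 289 and the same without a filter 465, and leaving out 1 mouse 0 to 5 (5 without EOW mouse 4, 3 without SD mouse 4 and 1 without EOW mouse 5). Between EOW and 2WM (0, 1188 unadjusted), array weights gave 4, an adjusted p under 0.30 270, the paper's criteria 308, the same without a filter 512, and leaving out 1 mouse 0 to 3 (3 without 2WM mouse 2 and 2 without EOW mouse 2). In both regimens in the same direction (0), array weights gave 6, an adjusted p under 0.30 5, the paper's criteria 75, the same without a filter 135, and leaving out 1 mouse 0 to 1 (1 without SD mouse 4). Without a filter and with EOW mouse 1, 2, 3, 4 or 5 left out, the paper's criteria gave 420, 681, 564, 557 and 529 in EOW, 431, 469, 454, 568 and 519 in 2WM, 382, 587, 510, 554 and 541 between the regimens, and 113, 140, 131, 175 and 120 in both.

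Replicate numbers did not pair the mice, since of 12 pairs with the same number 3 had deviations correlated above 0.1 (median −0.013, range −0.38 to 0.33) and 4 of 12 mice correlated best with their own number. With the number as a block, 1 probe was called in EOW and 1 in 2WM, histone genes in EOW had an adjusted p of 0.0587, and Gpd2 turned to 0.11.

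The correlation of EOW and 2WM, 0.40, was 0.475 under median centring and 0.24 (without 2WM mouse 2) to 0.517 (without SD mouse 4) with 1 mouse left out. The first component, 44.5%, held 33.4% under the stricter filter, 27.8% with probes scaled to unit variance and 28.9% (without EOW mouse 4) to 50.4% (without EOW mouse 5) with 1 left out. The separation of the groups, p = 0.0276 by permutation, ranged from 0.00465 (without EOW mouse 2) to 0.162 (without SD mouse 3) by the same permutation test. PAGE called 58 lists over the 3 comparisons, against 38 with camera. Without a filter 2160 probes had an absolute z-ratio above 1.5 in EOW, against 1084. Of single named genes 6 values passed with array weights and 0 to 4 with 1 mouse left out (4 without SD mouse 4, 1 without EOW mouse 2 and 1 without EOW mouse 4).

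Among gene lists, the adjusted p of fatty acid synthesis in EOW, 0.00882, was 0.0871 with array weights and 3.83e-04 to 0.302 (without SD mouse 4) with 1 mouse left out, and that of histone genes 0.0571 under the stricter filter. Fatty acid synthesis in 2WM, 0.0238, had 0.135 with neqc, 0.103 with quantile normalization, 0.0809 under median centring, 0.102 without a filter, 0.0561 under the stricter filter and 3.14e-04 to 0.466 (without SD mouse 1) with 1 mouse left out. Ribosomal proteins in 2WM had 0.492 with neqc, 0.496 with quantile normalization and, in the other direction, 0.0811 under median centring, where complexes II to V in 2WM also turned (0.422). Between EOW and 2WM, complex I (0.0148) had 0.0598 with neqc, 0.0541 under median centring, 0.107 with PAGE and 2.17e-06 to 0.601 (without EOW mouse 4) with 1 mouse left out, and complexes II to V (0.0332) had 0.243 with neqc, 0.167 with quantile normalization, 0.185 under median centring, 0.0806 with the second array of a mouse, 0.145 with PAGE and 1.54e-05 to 0.772 (without EOW mouse 4) with 1 mouse left out. Among genes, Idh1 in 2WM turned to −0.054 under median centring, Gpd2 in EOW (−0.19 to 0.11 with 1 mouse left out) to 0.084 with array weights and to 0.0063 (without SD mouse 1), 0.078 (without EOW mouse 1) and 0.11 (without EOW mouse 5). Trib3 in 2WM, from a probe near background there, turned (−0.036 to 0.082 with 1 mouse left out) to 0.056 with the first array, 0.020 with array weights, 0.082 (without SD mouse 4) and 0.047 (without 2WM mouse 3).

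Further calls with camera also ended under settings that leave out no mouse, given here with the adjusted p. Hepatocyte markers in EOW had 0.691 with median centring, 0.501 with neqc, 0.373 with quantile normalization, 0.275 with the replicate number as a block, 0.0788 with no filter, 0.0712 with the second array, 0.0685 with PAGE, 0.0571 with the stricter filter, 0.0514 with an intensity trend and 0.0502 with only the 2 groups compared. Stellate cell markers in EOW had 0.111 with neqc, 0.0913 with quantile normalization, 0.0771 with PAGE, 0.0689 with the stricter filter, 0.0593 with the mean of a gene's probes and 0.0574 with only the 2 groups compared. Glucocorticoid targets in EOW had 0.0691 with the replicate number as a block and 0.0677 with array weights. Ribosome biogenesis in EOW had 0.0677 with array weights. Fatty acid oxidation in EOW had 0.458 with array weights. Hepatocyte markers in 2WM had 0.422 with median centring and 0.0753 with neqc. Pericentral genes in 2WM had 0.0753 with neqc and 0.0657 with quantile normalization. Cholesterol uptake in 2WM had 0.122 with no filter, 0.0753 with neqc, 0.0691 with the mean of a gene's probes, 0.0657 with quantile normalization and 0.0548 with only the 2 groups compared. Gluconeogenesis in 2WM had 0.0774 with no filter, 0.0753 with neqc and 0.0657 with quantile normalization. The tricarboxylic acid cycle in 2WM had 0.399 with median centring, 0.122 with no filter, 0.0845 with neqc and 0.0657 with quantile normalization. AMPK subunits and kinases in 2WM had 0.135 with neqc, 0.103 with quantile normalization, 0.102 with array weights, 0.0851 with PAGE, 0.0762 with only the 2 groups compared, 0.0561 with the stricter filter and 0.0519 with the second array. Immediate early genes in 2WM had 0.149 with the stricter filter. Complexes II to V in 2WM had 0.422 with median centring, 0.135 with neqc and 0.103 with quantile normalization. Between EOW and 2WM, fatty acid oxidation had 0.0779 with neqc, 0.0704 with median centring and 0.0681 with quantile normalization. The circadian clock had 0.131 with array weights, 0.0854 with the stricter filter, 0.0766 with the replicate number as a block and 0.0616 with quantile normalization. Ribosome biogenesis between the regimens had 0.319 with array weights. Chaperones had 0.296 with array weights.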

Differences from the paper's values

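The alternatives with no filter together with the paper's criteria, on all 13 mice or with 1 EOW mouse left out, were chosen only after the values were seen, and all others before the data were examined. A z-ratio is said to differ from the paper's when the signs differ or the distance exceeds the standard deviation between mice here. This is a tolerance and not an error of the difference, since both values come from the same study's arrays, and a variable gene stays within it more easily. A count is said to differ when 1 of the 2 is over 1.5 times the other. Of 32 z-ratios that the paper states or plots, 31 had the same sign here and 31 lay nearer to 0 than the paper's, and 16 differed from it. Without a filter on dim probes, an alternative set before the data were examined, 30 of the 32 did not differ. A z-ratio divides a difference by the standard deviation of the differences over all probes tested. The filter therefore rescales all z-ratios of a comparison by a common factor. Apart from those of Trib3, the 16 are thus not separate discrepancies. Without a filter and with EOW mouse 1, 2, 3, 4 or 5 left out, chosen after seeing the values and dropping 20, 15, 16, 13 and 18 of the 40 gene calls that the paper names, the z-ratios given below as differing did not differ either, with 3 exceptions. These were Trib3 in all 5 runs, Sqle in EOW without EOW mouse 2 and Hsd3b5 without EOW mouse 4.

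The paper's z-ratio of Angptl4 in EOW is 7.57, against 4.45 ± 2.75 here (standard deviation between mice), and it did not differ without a filter, without EOW mouse 4 or without SD mouse 3. All other alternatives set before the data were examined differed. The range over all of these was 3.35 to 6.58. For Scd1 in EOW the value here, −3.66 ± 4.33, does not differ from the paper's −6.65 by that rule, which rests on the wide spread of its EOW mice.

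In Fig. 3c, read by eye, the paper's z-ratio of Lpin1 is about 11 in EOW and about 6.9 in 2WM, against 7.04 and 4.26 here. That of Sqle is about 8.1 and about 12 in Fig. 3c, read by eye, against 5.37 and 8.01. For Fdps in 2WM the paper has about 10 in Fig. 3c, read by eye, against 6.49 here, and for Pck1 in 2WM about 9.1 in Fig. 3c, read by eye, against 6.28. None of these 6 differed without a filter, and all of them differed under every other alternative set before the data were examined. Got1 in 2WM is at about 4.7 in Fig. 3c, read by eye, against 2.76 here, and did not differ without a filter, with quantile normalization, without 2WM mouse 4 or without SD mouse 4, while the others of these alternatives differed. The paper has Trib3 at about 5.1 in EOW and at about 5.5 in 2WM in Fig. 3c, read by eye, against 0.484 and −0.0090 here from the 1 probe of that gene, a probe detected on 2 of 5 SD, 6 of 6 EOW and 3 of 5 2WM arrays. A level so near background in SD and 2WM makes these 2 values inexact. The stricter filter removes the probe as dim. The 2 values differed under each of the 21 such alternatives that keep it (0.315 to 1.07 in EOW, −0.305 to 0.367 in 2WM).

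In Fig. 3g, read by eye, the paper's z-ratio in EOW is about −8.4 for Dio1, against −5.35 here, and about −15 for Mup5, against −9.31. Neither differed without a filter or without EOW mouse 4, and both differed under the other alternatives set before the data were examined. For Hsd3b5 the paper has about −11 in Fig. 3g, read by eye, against −8.98 here, which did not differ without a filter, without EOW mouse 4, without SD mouse 1 or without SD mouse 4 and differed under the others of these that keep its probe. That probe was detected on 3 of 6 EOW arrays, so that its values here are inexact and this comparison decides little. In Fig. 3l, read by eye, C8a is at about −5.7, against −3.52 here, which did not differ under median centring, without a filter or without EOW mouse 4 and differed under the others of these. Coq10b is at about 2.2 in Fig. 3l, read by eye, against 1.18 here, which did not differ without a filter or without SD mouse 2. Socs2 is at about 6.5 in Fig. 3l, read by eye, against 4.56 here, which did not differ without a filter or without SD mouse 3. Both differed under the other alternatives set before the data were examined.

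Counts under the paper's stated criteria were lower here. This paragraph speaks of the alternatives set before the data were examined. The paper gives more than 196 transcripts shared by EOW and 2WM. Against that lower bound, the 78 probes here differed. Counts under median centring (236) and without SD mouse 4 (148) did not differ from 196, and all the others did (40 to 105). A count that did not differ from 196, here and below, may lie further from the paper's own count, which its text does not give. Its 5 transcripts of opposite direction compare with 3 here, which did not differ without EOW mouse 3 (4) and differed under the others (1 to 12). In Fig. 3b, read by eye, about 80 transcripts are higher in both, against 31 here (61 without SD mouse 4, which did not differ), and about 110 lower in both, against 44 (86 without SD mouse 4, which did not differ). About 220 are higher in EOW only in Fig. 3b, read by eye, against 111 here (149 with neqc, which did not differ), and about 280 lower in EOW only, against 163, which differed under each of these alternatives (108 to 184). About 180 are higher in 2WM only in Fig. 3b, read by eye, against 90 here, and about 270 lower in 2WM only, against 121, both of which differed under each of these alternatives (32 to 109 and 81 to 429). The others of these alternatives differed for the counts in both and in EOW only.

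No filter together with the paper's criteria, chosen after seeing the values, gave 139 shared transcripts, 4 of opposite direction, 89 lower in both, 196 higher and 236 lower in EOW only and 137 higher and 189 lower in 2WM only, which did not differ from the paper's. It also gave 46 higher in both, which differed, and dropped 14 of the 40 gene calls that the paper names, against 15 in the main setting. With EOW mouse 4 left out as well, also chosen after seeing the values, 177 were shared, 61 higher and 114 lower in both, 173 higher and 207 lower in EOW only and 167 higher in 2WM only and 224 lower, which did not differ. The 2 of opposite direction differed, and 13 of the 40 were dropped. With EOW mouse 2 left out in its place, chosen after seeing the values, 145 were shared and 5 opposite, 90 lower in both, 230 higher and 306 lower in EOW only, 141 higher in 2WM only and 183 lower, which did not differ. The 50 higher in both differed, and 15 of the 40 were dropped. With EOW mouse 3 left out, chosen after seeing the values, 137 were shared, 6 opposite, 85 lower in both, 176 higher and 251 lower in EOW only and 139 higher in 2WM only, which did not differ. The 46 higher in both and 178 lower in 2WM only differed, and 16 of the 40 were dropped. The paper's text does not name which EOW mice entered its groups of 4. With EOW mouse 5 left out, chosen after seeing the values, 225 higher in EOW only and 167 higher and 230 lower in 2WM only did not differ. The 122 shared, 2 opposite, 48 higher and 72 lower in both and 182 lower in EOW only differed, and 18 of the 40 were dropped. With EOW mouse 1 left out, chosen after seeing the values, 126 higher and 191 lower in 2WM only did not differ. The 114 shared, 1 opposite, 43 higher and 70 lower in both and 142 higher and 164 lower in EOW only differed, and 20 were dropped.

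The paper gives as changed 40 values of named genes, of which 25 passed its criteria here. Those that did not pass were Angptl4, Scd1, Igfbp2, Hsd3b5, C9, Coq10b and Ppargc1a in EOW, and Got1, Trib3, Pck1 and Idh1 in both regimens. Of these, Hsd3b5 passed with neqc, without SD mouse 1 and without 2WM mouse 2, C9 with neqc, quantile normalization, median centring and without 2WM mouse 2, Angptl4 and Igfbp2 without EOW mouse 4 and without SD mouse 3, Ppargc1a and Pck1 in both without EOW mouse 4, Pck1 in both without EOW mouse 2 and in 2WM without EOW mouse 5, and Coq10b without SD mouse 2. Others that had passed were lost. Under the alternatives set before the data were examined, 18 (without SD mouse 2) to 27 (without EOW mouse 4) of the 40 passed. The number was 19 without SD mouse 1, 20 each without SD mouse 3, 2WM mouse 1 and 2WM mouse 3, 21 without EOW mouse 1, 22 each without EOW mouse 3 and EOW mouse 5 and under median centring, and 23 each without SD mouse 4, EOW mouse 2, 2WM mouse 2 and 2WM mouse 4. Lost in these runs were Saa4 in both regimens (neqc, SD mouse 1, 2 or 3, EOW mouse 2 or any 2WM mouse left out), Fdps in EOW (median centring, either array alone, SD mouse 1, 2 or 3, EOW mouse 2, 3 or 5, or 2WM mouse 1 or 3 left out) and in 2WM (median centring, SD mouse 1, 2 or 3, or 2WM mouse 1 or 3 left out). So were Nsdhl in EOW (median centring, SD mouse 1, 2 or 3, or EOW mouse 1, 2, 3 or 5 left out) and in 2WM (SD mouse 1), and Srebf1 in EOW (second array, SD mouse 2 or 4, EOW mouse 1, 3, 4 or 5, or 2WM mouse 1, 2 or 3 left out). The others were Sc5d in EOW (first array, SD mouse 2, 3 or 4, or EOW mouse 1, 4 or 5 left out), Lpin1 in 2WM (median centring, SD mouse 1, 2 or 3, or 2WM mouse 2 left out), Dio1 in EOW (EOW mouse 1 or 4) and Mvd in both (stricter filter). Igfbp2 and Idh1 in 2WM passed without a filter, and Idh1 in both regimens without a filter and with EOW mouse 3 left out, which were chosen after seeing the values. At an adjusted p under 0.05 from limma, array weights called Hmgcs1 and Sqle in both regimens and Mvd and Nsdhl in 2WM. Leaving out SD mouse 4 called Lpin1 in EOW, Sqle in both and Hmgcs1 in 2WM, leaving out EOW mouse 2 called Mup5, and leaving out EOW mouse 4 called Hmgcs1 in 2WM.

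The paper states that Scd1 is significantly lower in EOW than in SD and 2WM. Its criteria differ from limma's adjusted p, and it gives 4 EOW mice where 5 were used here. The log2 fold changes here, −1.08 and −1.17, had the same direction, with adjusted p = 0.36 and adjusted p = 0.433 from limma. Under the paper's criteria Scd1 in EOW against SD did not pass here either. The paper also reports less palmitoleic acid in EOW livers, which the arrays do not measure. From principal components it reports a clear effect of metformin, with 4 EOW mice, whereas with the 5 EOW mice here the first component set EOW mouse 4 apart, and p was 0.0276 by permutation for the groups. Without EOW mouse 4 the first component held 28.9% of the variance and that p was 0.00606, over a range of 0.00465 to 0.162 with 1 mouse left out. It places mitochondrial inner membrane terms opposite in EOW and 2WM, and carriers and translocases of that membrane also had medians of opposite sign here, −0.085 in EOW and 0.014 in 2WM, as had complex I (−0.041 and 0.084), but none of these 4 was called with camera (adjusted p = 0.568, 0.997, 0.568 and 0.0585). Directly between the regimens complex I was lower in EOW (adjusted p = 0.0148, and adjusted p = 0.806 with an estimated correlation), a call that ended without EOW mouse 4 (0.601), EOW mouse 2 (0.209) or 2WM mouse 3 (0.189), with 2.17e-06 to 0.601 over the alternatives. Complexes II to V, which were called in 2WM, had positive medians in both (0.032 and 0.15), the latter turning to lower under median centring. For Trib3 in 2WM, which it gives as up, no direction is given here, because the 1 probe was detected on only 2 of 5 SD and 3 of 5 2WM arrays. Its other genes that are higher in both regimens had positive log2 fold changes here.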

Other observations

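Interferon-stimulated genes, which answer viral nucleic acid and interferon, rose in 2WM livers with all 14 detected members positive against SD (camera, adjusted p = 5.36e-12, and adjusted p = 0.415 with an estimated correlation), and 8 rose when adjusted over the list alone, none over all probes and 8 at an unadjusted p under 0.05 from limma. Among them Rsad2, an antiviral radical SAM enzyme, had 1.50 (standard error 0.359, adjusted p = 0.424), Isg15, a ubiquitin-like modifier, 1.34 (standard error 0.394, adjusted p = 0.611), and Irf7, a transcription factor, 0.91 (standard error 0.316, adjusted p = 0.708). The score was 1.01, 1.06, 0.54 and 0.99 in the 4 2WM mice and −0.33, 0.48, 0.061 and −0.21 in the 4 SD mice (exact permutation p = 0.0286, two-sided). In EOW it was 0.27, 0.61, −0.46, 0.81 and −0.85. Genes of cholesterol uptake and its SREBP2 control rose as well in 2WM, with 6 of 7 positive (adjusted p = 0.0333, and adjusted p = 0.277 with an estimated correlation). Srebf2 rose when adjusted over the list alone in EOW (0.58, adjusted p = 0.00077) and in 2WM (0.40, adjusted p = 0.0255), but passed over all probes in neither (0.123 in EOW). Glul, the glutamine synthetase of pericentral hepatocytes, rose by the same measure in 2WM (0.71, adjusted p = 0.00945, and 0.407 over all probes), while its 2WM and SD mice overlapped. The subunits and kinases of AMPK, which metformin is known to activate, fell in 2WM with 5 of 6 negative (adjusted p = 0.0333, and adjusted p = 0.277 with an estimated correlation), including Prkaa2 (−0.46, standard error 0.174, adjusted p = 0.759). The AMPK call ended without SD mouse 3 (adjusted p = 0.117), 2WM mouse 2 (0.0716), 2WM mouse 3 (0.0591) or EOW mouse 4 (0.052), that of SREBP2 control without SD mouse 1 (0.206) or 2WM mouse 3 (0.102), and the pericentral list, to which Glul belongs, lost its call without SD mouse 1 (0.206), 2WM mouse 1 (0.0981), 2WM mouse 4 (0.0671) or 2WM mouse 3 (0.0591). Over the alternatives the adjusted p was 0.0192 to 0.135 for AMPK, 0.00607 to 0.206 for SREBP2 control and 9.43e-07 to 0.206 for pericentral genes.

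In EOW livers the 9 detected glucocorticoid targets were all higher than in SD and than in 2WM (adjusted p = 0.000174, and adjusted p = 0.423 with an estimated correlation against 2WM). Per1, a clock gene that glucocorticoids induce, rose when adjusted over the list alone against SD (1.59, adjusted p = 0.0148) and against 2WM (2.09, adjusted p = 0.00158), and Fkbp5 (1.06, adjusted p = 0.0492) and the metallothionein Mt1 (1.99, adjusted p = 0.0089) rose against 2WM. None of them passed over all probes. Per1 also belongs to the circadian list. By mouse, glucocorticoid scores in EOW were 1.08, 0.034, 0.13, 0.70 and 1.85. Their exact permutation p was 0.103 against SD and 0.0238 against 2WM, two-sided. The call against SD ended without EOW mouse 5 (adjusted p = 0.0805), with the replicate number as a block (0.0691), with array weights (0.0677) and with an estimated correlation. Complement genes, which the liver secretes, were lower in EOW than in 2WM with 14 of 17 negative (adjusted p = 0.00022, and adjusted p = 0.612 with an estimated correlation), among them C8b (−0.84, standard error 0.375, adjusted p = 0.455) and C6 (−0.77, standard error 0.334, adjusted p = 0.441). C8a fell when adjusted over the list alone (adjusted p = 0.025, and 0.255 over all probes). Mitochondrial fatty acid oxidation and ketogenesis fell in EOW against SD with 13 of 16 negative (adjusted p = 0.0325, and adjusted p = 0.791 with an estimated correlation), a call that ended without SD mouse 3 (adjusted p = 0.346), EOW mouse 4 (0.292), SD mouse 4 (0.0728) or EOW mouse 2 (0.0673). Over the alternatives the adjusted p was 2.37e-11 to 0.0805 for glucocorticoid targets and 0.000212 to 0.458 for fatty acid oxidation.

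Gpd2, the mitochondrial glycerophosphate dehydrogenase, had a log2 fold change of −0.048 (standard error 0.226, adjusted p = 0.937) in EOW, with its other probe at 0.11, and of 0.13 (standard error 0.239, adjusted p = 0.986) in 2WM. Erythroid marker scores were −1.50, −1.35, −0.48, 0.041 and −2.66 in EOW (exact permutation p = 0.0714 against SD, two-sided) and −1.34, −0.97, −0.48 and −0.37 in 2WM, all 4 below every SD mouse (exact permutation p = 0.0286, two-sided), over 2 detected genes. With camera this list was called in no comparison (adjusted p = 0.130 to 0.495).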
